# Loss of TAZ after YAP deletion severely impairs foregut development and worsens cholestatic hepatocellular injury

**DOI:** 10.1097/HC9.0000000000000220

**Published:** 2023-08-09

**Authors:** Adelya Gabdulkhakova, Yekaterina Krutsenko, Junjie Zhu, Silvia Liu, Minakshi Poddar, Sucha Singh, Xiaochao Ma, Kari Nejak-Bowen, Satdarshan P.S. Monga, Laura M. Molina

## Abstract

We previously showed that loss of yes-associated protein 1 (YAP) in early liver development (YAP^KO^) leads to an Alagille syndrome-like phenotype, with failure of intrahepatic bile duct development, severe cholestasis, and chronic hepatocyte adaptations to reduce liver injury. TAZ, a paralog of YAP, was significantly upregulated in YAP^KO^ hepatocytes and interacted with TEA domain family member (TEAD) transcription factors, suggesting possible compensatory activity.

**Methods:**

We deleted both *Yap1* and *Wwtr1* (which encodes TAZ) during early liver development using the *Foxa3* promoter to drive Cre expression, similar to YAP^KO^ mice, resulting in YAP/TAZ double knockout (DKO) and YAP^KO^ with TAZ heterozygosity (YAP^KO^ TAZ^HET^). We evaluated these mice using immunohistochemistry, serum biochemistry, bile acid profiling, and RNA sequencing.

**Results:**

DKO mice were embryonic lethal, but their livers were similar to YAP^KO^, suggesting an extrahepatic cause of death. Male YAP^KO^ TAZ^HET^ mice were also embryonic lethal, with insufficient samples to determine the cause. However, YAP^KO^ TAZ^HET^ females survived and were phenotypically similar to YAP^KO^ mice, with increased bile acid hydrophilicity and similar global gene expression adaptations but worsened the hepatocellular injury. TAZ heterozygosity in YAP^KO^ impacted the expression of canonical YAP targets *Ctgf* and *Cyr61*, and we found changes in pathways regulating cell division and inflammatory signaling correlating with an increase in hepatocyte cell death, cell cycling, and macrophage recruitment.

**Conclusions:**

YAP loss (with or without TAZ loss) aborts biliary development. YAP and TAZ play a codependent critical role in foregut endoderm development outside the liver, but they are not essential for hepatocyte development. TAZ heterozygosity in YAP^KO^ livers increased cell cycling and inflammatory signaling in the setting of chronic injury, highlighting genes that are especially sensitive to TAZ regulation.

## INTRODUCTION

Yes-associated protein 1 (YAP) is a transcriptional coactivator that partners with transcriptional enhanced associate domain (TEAD) domain family member transcription factors to regulate critical functions in liver development, regeneration, and tumorigenesis.^1,2^ Previously, we interrogated the function of YAP in early liver development by studying a mouse model in which YAP was deleted from the foregut endoderm between embryonic days 8–12 using *Foxa3* promoter–driven expression of Cre-recombinase (YAP^KO^ mouse).^3^ Loss of YAP in liver progenitors resulted in the early arrest of bile duct development, causing the absence of functional bile ducts in YAP^KO^ livers. Incredibly, these mice survived and had relatively long lifespans, displaying significant adaptations in the liver to prevent bile acid toxicity and altering the balance between metabolic and regenerative pathways to promote injury repair. Bile acids were secreted into the bloodstream rather than the hepatocyte canaliculi and were more hydrophilic to reduce toxicity.^3^

We questioned how YAP^KO^ livers adapted to the lack of bile ducts. We noticed increased expression of transcriptional coactivator with PDZ-binding motif (TAZ), encoded by the gene *Wwtr1* (Figure 1A–C). TAZ also partners with TEAD transcription factors among others.^1,4^ YAP and TAZ are often studied in tandem due to their similarities in structure and function, and the potential for each to compensate for the other in regulating cell proliferation, survival, and stemness.^5^ However, investigations in various organs have identified functions unique to either YAP or TAZ in which the other could not compensate.^1,2,4^

**FIGURE 1:**
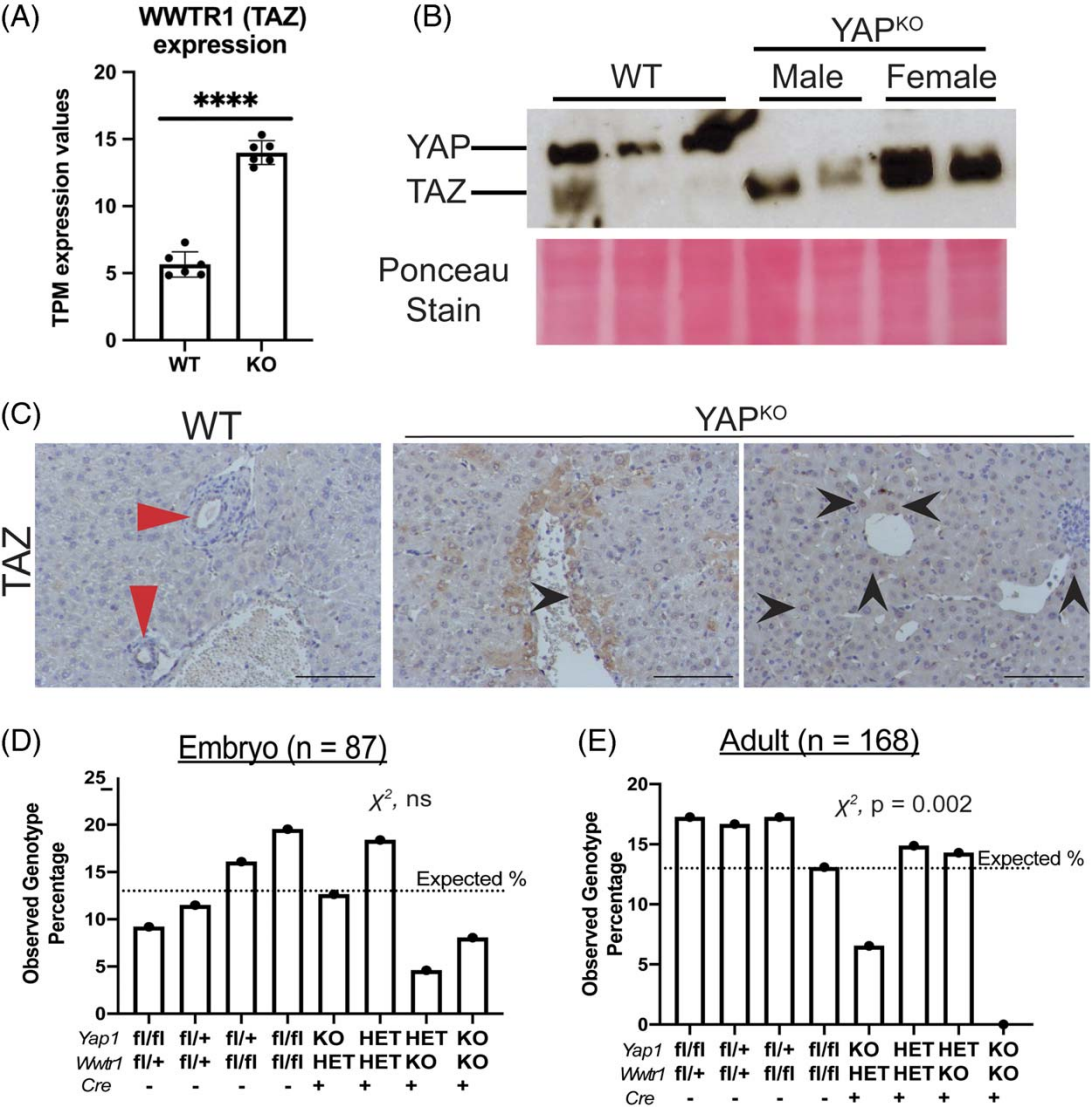
After YAP loss, TAZ is upregulated in hepatocytes, and YAP/TAZ double deletion leads to late embryonic demise. (A) TPM values comparing mRNA expression of *Wwtr1* in WT and YAP^KO^. (B) Western blotting for YAP and TAZ in YAP^KO^ versus WT mice. (C) IHC for TAZ in WT and KO mice; red arrows show positive bile duct staining of TAZ in WT, and black arrows highlight nuclear TAZ in hepatocytes. Scale bars 100 mm. (D and E) Genotype frequencies of the offspring from crossing (*Cre*^*+/-*^ *, Yap1*^*fl/+*^ *, Wwtr1*^*fl/+*^) × (*Cre*^*-/-*^ *, Yap1*^*fl/fl*^ *, Wwtr1*^*fl/fl*^), counting (D) embryos from E14-17 and (E) adult mice. Dashed lines reflect the expected frequency of 1/8 for all genotypes. Abbreviations: TAZ, transcriptional coactivator with PDZ-binding motif; TMP, transcript per million; WT, wild type; YAP, yes-associated protein 1.

In this study, we interrogated the role of TAZ in the absence of YAP in the early liver and foregut development using *Foxa3*-Cre to inactivate either one or both alleles of *Yap1* and *Wwtr1*. We present results showing the effects of deletion of both YAP and TAZ in early development and the impact of TAZ partial loss on the ability of the liver to adapt to chronic cholestasis in YAP^KO^ mice. Our results point to the unique roles of TAZ in injury repair independent of YAP.

## METHODS

### Animal models

C57BL/6 *Yap1*^fl/fl^ mice (Jackson Labs Stock No. 027929)^6^ were bred into C57BL/6 *ROSA*-stop^fl/fl^-EYFP mice. These mice were bred into C57BL/6 *Foxa3*-Cre mice described^7^ to create *Foxa3*-Cre *Yap1*^fl/fl^ ROSA-stop^fl/fl^-EYFP mice (YAP^KO^). Separately, FVB *Wwtr1*^fl/fl^ *Yap*1^fl/fl^ mice (Jackson Labs Stock No. 030532)^8^ were bred into C57BL/6 *Foxa3*-Cre mice to create *Foxa3*-Cre *Wwtr1*^fl/fl^ *Yap*1^fl/fl^ mice. Experimental animals are all F3 generation offspring of backcrosses with the original floxed mice. All animal studies were performed in accordance with the guidelines of the Institutional Animal Use and Care Committee (protocol number 22112055) at the University of Pittsburgh School of Medicine and the National Institutes of Health. All animals were group housed in ventilated cages under 12-hour light/dark cycles with access to enrichment, water, and standard chow diet *ad libitum.* Both male and female mice were used throughout the study, and littermates were used as wild-type (WT) controls. Mice were analyzed at E17.5, P1-2, P21, and 3–4 months of age. Analysis of serum liver function tests was performed by the clinical laboratories at the University of Pittsburgh Medical Center.

### Immunostaining

Adult and fetal livers were fixed in 10% formalin for 24–48 hours and stored in 70% ethanol, and paraffin-embedded 4 μm paraffin sections were cut, deparaffinized, and rehydrated. For immunohistochemistry (IHC), sections underwent antigen retrieval by the methods as described in Supplemental Table S1, http://links.lww.com/HC9/A418 for each primary antibody. The IHC protocol was performed as described.^3^ Hematoxylin and eosin staining was performed as described.^3^ For terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining, slides were treated with proteinase K (Millipore Cat. No. 21627) for 15 minutes at room temperature for antigen retrieval, and a TUNEL staining kit (Millipore Sigma, S7100) was used. Images were taken on a Zeiss Axioskop 40 inverted brightfield microscope. Whole slides were scanned at ×40 magnification using an Aperio AT2 slide scanner (Leica Biosystems). Cell and nuclei quantification was performed using Fiji/ImageJ.^9^

### Immunoprecipitation and western blotting

Whole cell protein lysate preparation was performed using radioimmunoprecipitation assay buffer. Immunoprecipitation was performed as described^10^ using 1 mg of precleared protein and A/G agarose beads (Santa Cruz, sc-2003), with ~2 mg of antibody targeting pan-TEAD (Cell Signaling Technology CS13295S, Rabbit). At least 30 μg of protein was used per sample for western blots, performed as described.^10,11^ We used primary antibody target YAP/TAZ (Cell Signaling Technology CS8418S Rabbit) at 1:500 dilution and horseradish peroxidase-conjugated secondary antibody at 1:5000 dilution (Mouse anti-Rabbit Light Chain Only HRP-conjugated, Cell Signaling Technology CS93702).

### Bile acid species detection and quantification

Bile acid profiling was performed as described.^3,12^ Livers were homogenized in water (100 mg tissue in 500 μL water), and then, 300 μL of methanol:acetonitrile (v/v, 1:1) was added to a 100 μL aliquot of liver homogenate. All the mixtures were vortexed for 2 minutes and centrifuged at 15,000 rpm for 10 minutes. Two microliters of the supernatants from all samples were injected into the ultraperformance liquid chromatography coupled with an SYNAPT G2-S quadrupole time-of-flight mass spectrometry (QTOFMS, Waters Corporation, Milford, MA). The column type is Acquity UPLC BEH C18 column (2.1 × 100 mm, 1.7 μm). Protocols for the use of a mobile phase gradient and QTOFMS system were reported.^12,13^ Bile acid species were quantified by measuring their relative abundance as the AUC for each species using standards for comparison.

Serum bile acid quantification was done using the Mouse Total Bile Acids Assay Kit (CrystalChem #80471). Serum samples were diluted 1:5 and were analyzed per kit instructions.

### RNA extraction and RNA-sequencing analysis

RNA was extracted from frozen whole liver tissue using QIAGEN Rneasy Mini Kit (Cat. 74104). DNA digestion and removal were performed using Rnase-free Dnase Set (QIAGEN Cat. 79254). Purified, high-quality RNA from 3 female YAP^KO^ mice with 3 female WT littermates (C57Bl6) and 3 female YAP^KO^ TAZ^HET^ mice with 3 female WT littermates (mixed background) were sent to Novogene Co. (Sacramento, CA) for cDNA library preparation and RNA sequencing by Illumina Novaseq 6000 using paired-end 150bp reads, with 20 million reads per end per sample. RNA-sequencing data generated from this study are available at Gene Expression Omnibus (GEO), Series GSE213815.

Raw sequencing data were processed using CLC Genomics Workbench 20.0.3 (QIAGEN) for quality control and aligned to the *Mus musculus* genome version GRCm38.p6. Reads assigned to each gene underwent trimmed mean of M-values normalization, and differential expression analysis was performed using *edgeR* ^14^ within CLC Genomics to compare YAP^KO^ versus WT littermates and YAP^KO^ TAZ^HET^ versus WT littermates. The top differentially expressed genes were filtered by adjusted *p*-value q < 0.05 and fold change greater than 2 for subsequent downstream pathway analysis using Ingenuity Pathway Analysis (IPA, QIAGEN), Gene Set Enrichment Analysis (GSEA), Molecular Signature Database (MsigDB),^15^ and Enrichr.^16,17^

### Public data mining of ChIP-Seq data to identify TEAD targets

Two public ChIP-Seq data sets were mined in this study to identify downstream genes potentially being regulated by TEAD transcription factors. The first was downloaded from ENCODE database^18,19^ for ChIP-Seq in HepG2 cells; peaks for TEAD1, TEAD3, and TEAD4 binding sites were called by the ENCODE website pipeline with default parameter settings (accession IDs ENCSR497JLX, ENCSR666QNP, and ENCSR000BRP). The second was downloaded from GEO (GSE107860).^20^ Raw mouse ChIP-sequencing data were collected for TEAD4. Raw reads were trimmed by Trimmomatic^21^ and aligned to mouse reference genome mm10 by the Burrows-Wheeler aligner.^22^ Peak calling was performed by tool MACS2^23^ comparing input sample and immune-precipitation samples. For all 3 studies, peak regions were annotated to genes by R/Bioconductor packages ChIPpeakAnno^24,25^ and ChIPseeker.^26^ Genes involved in peaks with *p*-value ≤1E-7 were selected as the TEAD target genes for downstream analysis. For our final list of potential TEAD targets, we selected 3773 genes that were present in all 4 data sets as potentially targeted by TEAD genome binding.

### Quantification and statistical analysis

Data are presented as mean ± SD using GraphPad PRISM version 9.1.2 software. *p* < 0.05 was considered statistically significant, except for individual bile acid species comparisons for which a false discovery rate of 0.1 was used (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001). Data were analyzed using a 2-tailed unpaired Student *t* test or Mann-Whitney test where 2 groups were being compared. In cases where more than 2 groups were being compared, 1-way ANOVA or Kruskal-Wallis tests were used with Sidak test to correct for multiple comparisons. A Pearson correlation coefficient was determined to assess the relationship between 2 continuous variables.

## RESULTS

### Loss of 1 or both copies of *Wwtr1* in addition to *Yap1* results in selective embryonic lethality

We found that *Wwtr1* expression (the gene encoding TAZ) was significantly upregulated in YAP^KO^ mice (Figure 1A), and the TAZ protein level was significantly increased in YAP^KO^ mice (Figure 1B). Using IHC, we show that, at the baseline, TAZ expression can be seen in the bile ducts but not in hepatocytes (Figure 1C, red arrows). In contrast, YAP^KO^ mice show increased levels of cytoplasmic and nuclear TAZ in hepatocytes, especially in the portal region (Figure 1C, black arrows).

We next combined YAP^fl/fl^ and TAZ^fl/fl^ mice (FVB background) with *Foxa3*-Cre mice (C57BL/6 background), with a final breeding cross of [*Cre*^*+/−*^, *Yap1*^*fl/+*^ *, Wwtr1*^*fl/+*^] x [*Cre*^*−/−*^ *, Yap1*^*fl/fl*^ *, Wwtr1*^*fl/fl*^], which resulted in a variety of combinations of allele disruption in early foregut endoderm development. The observed variability among embryo genotype ratios may be due to the small sample size and a large number of possible genotypes, and it does not represent a statistically significant difference by the chi-squared test. However, we observed significant disparities in the expected Mendelian ratios of genotypes among live births (Figure 1D, E). YAP/TAZ double knockout (DKO) mice were never found among live births but were present at expected ratios among embryos harvested between E14 and E17 (Figure 1D, E). We also observed a 50% decrease in the expected birth rate of mice that have lost both *Yap1* alleles but only 1 allele of *Wwtr1* (YAP^KO^ TAZ^HET^). Further examination revealed that surviving YAP^KO^ TAZ^HET^ mice were almost exclusively female, while males died around the time of birth.

One of the few male YAP^KO^ TAZ^HET^ pups that we identified died at postnatal day 1, exhibiting severe sickness, including jaundice and pale skin with prominent vessels resembling earlier-stage embryos (Figure 2A). Several developmental defects were revealed by histological analysis (Figure 2B). For example, the gallbladder was filled with keratinized papillary growths. The kidneys showed severe abnormalities: many S-shaped bodies were still visible (Figure 2B, solid line), and we found that few developed glomeruli (Figure 2B arrows), along with significant tubular dilatation suggesting cystic disease (Figure 2B, dashed line). The lungs were severely underdeveloped and had insufficient airspaces, which could explain why the pup survived until birth but then quickly decompensated.

**FIGURE 2:**
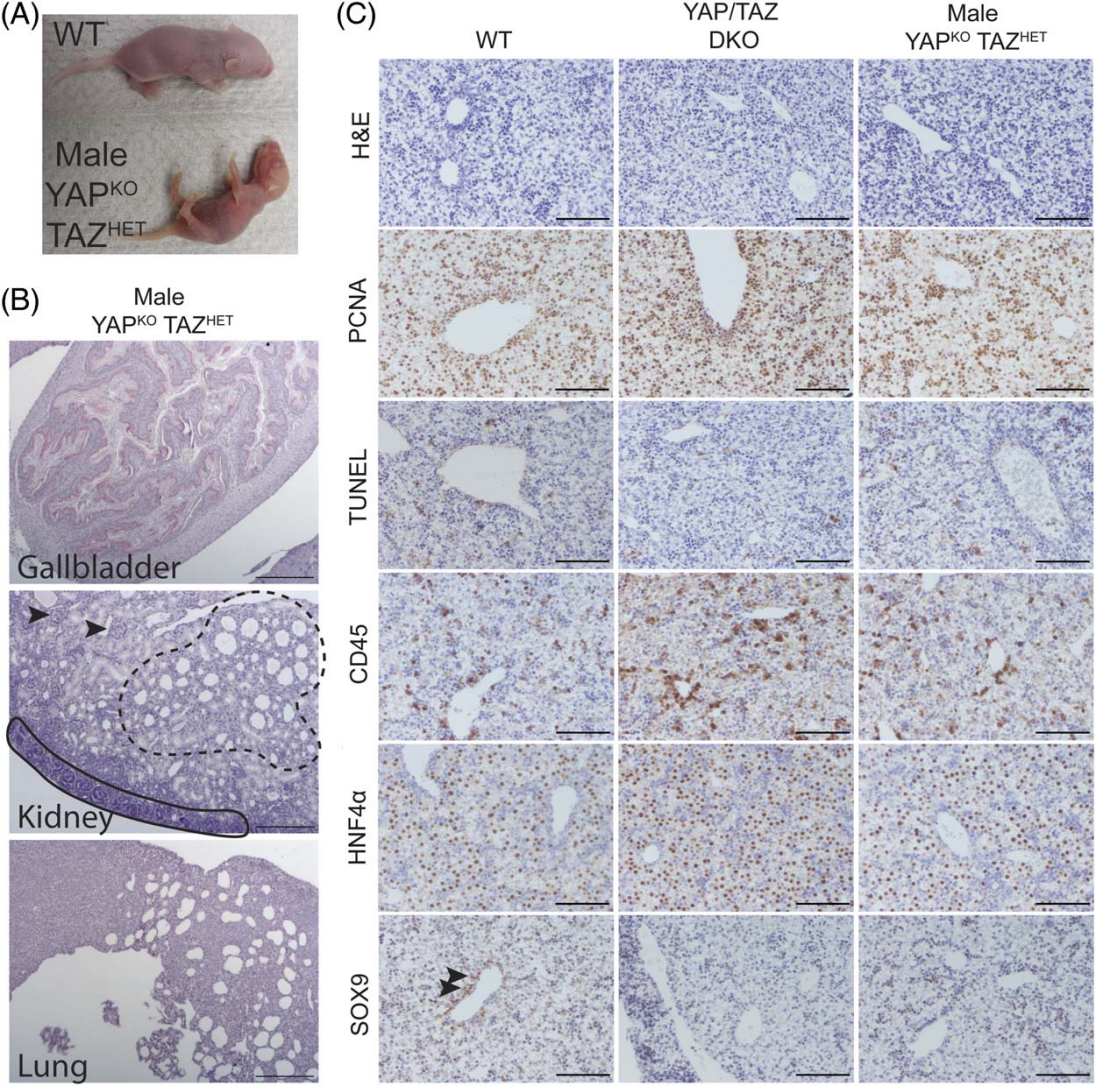
YAP and TAZ deletion in early embryonic development leads to embryonic lethality but does not affect gross liver development although both YAP^KO^ TAZ^HET^ and YAP/TAZ DKO livers show impaired bile duct formation. (A) Gross image of a WT pup at postnatal day 1 and littermate pup, a male YAP^KO^ TAZ^HET^ mouse, which died shortly after, showing its thin skin, underdeveloped ears, and prominent blood vessels throughout. (B) H&E staining of the gallbladder (scale bar 200 mm), lungs (scale bar 200 mm), and kidneys (scale bar 100 mm) of the same pup shown in A. Arrows point to glomeruli; solid black line shows a layer of S-shaped bodies, and dashed black line shows dilation of renal tubules. (C) H&E stain and IHC for PCNA, TUNEL, CD45, HNF4a, and SOX9 comparing WT, YAP/TAZ DKO, and YAP^KO^ TAZ^HET^ male mice at E17-18 (scale bar 100 mm). Arrows point to developing bile ducts. Abbreviations: DKO, double knockout; H&E, hematoxylin and eosin; PCNA, proliferating cell nuclear antigen; HET, heterozygote; KO, knockout; TAZ, transcriptional coactivator with PDZ-binding motif; TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling; WT, wild type; YAP, yes-associated protein 1.

To determine whether disruption of *Wwtr1* also had an impact on early liver development in the setting of *Yap1* loss, embryonic livers (E17-18) from DKO mice and male YAP^KO^ TAZ^HET^ mice were analyzed histologically (Figure 2C). Liver morphology and hepatocyte appearance were not significantly altered in either model, as shown by hematoxylin and eosin and HNF4a staining (Figure 2C). Staining for SOX9 highlights the formation of bile ducts in WT but not in DKO or in male YAP^KO^ TAZ^HET^ mice; this phenotype is similar to what we previously observed in YAP^KO^ mice.^3^ Neither model showed signs of increased apoptosis (TUNEL stain) or differences in proliferation rates (proliferating cell nuclear antigen). However, we observed differences in the distribution of immune cells (CD45), with greater numbers appearing near the portal veins of DKO and male YAP^KO^ TAZ^HET^ mice; this may be related to the absence of functional bile ducts, which would normally be in this region and whose signaling may influence hematopoiesis and inflammatory cell distribution. The embryonic livers of DKO and male YAP^KO^ TAZ^HET^ mice were, thus, not severely injured at E17-18, suggesting an extrahepatic source of lethality in both models.

### *Foxa3*-Cre YAP^KO^ TAZ^HET^ females survive long-term showing signs of adaptation to bile duct loss

Next, we turned our attention to the female YAP^KO^ TAZ^HET^ mice, which survived into adulthood, unlike their male genotypic counterparts. Analysis of these mice at postnatal days 1 and 2 revealed a histological phenotype grossly similar to female WT (Figure 3), with comparable levels of cell proliferation (proliferating cell nuclear antigen) and distribution and morphology of hepatocytes (HNF4a). There was a small increase in the number of CD45-positive inflammatory cells around the portal veins although less pronounced than in male YAP^KO^ TAZ^HET^ mice (Figures 2C and 3). Finally, we observed impairments in bile duct formation similar to YAP^KO^ mice, with the presence of individual SOX9-positive cells around the portal vein but no functional tubular structures^3^ (Figure 3).

**FIGURE 3:**
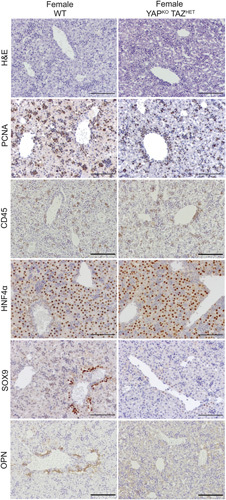
YAP^KO^ TAZ^HET^ female livers at postnatal days 1 and 2 are overall similar to female WT livers, except for failure of bile duct formation similar to YAP^KO^ livers, as shown by H&E staining and IHC for PCNA, CD45, HNF4α, SOX9, and OPN (scale bar 100 mm). Abbreviations: HET, heterozygote; HNF4α, hepatocyte nuclear factor 4 alpha; KO, knockout; OPN, osteopontin; PCNA, proliferating cell nuclear antigen; SOX9, SRY-box transcription factor 9; TAZ, transcriptional coactivator with PDZ-binding motif; WT, wild type; YAP, yes-associated protein 1.

We next examined the liver function of these mice at 3–4 months of age (similar to YAP^KO^ mice that we analyzed previously).^3^ Adult YAP^KO^ TAZ^HET^ mice had similar liver-to-body weight ratio as YAP^KO^ mice, but they had increased levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST), suggesting increased hepatocellular injury (Figure 4A–C). YAP^KO^ TAZ^HET^ mice also had extremely high levels of total and direct bilirubin and alkaline phosphatase (ALP) (Figure 4D–F). Histologically, they resembled adult YAP^KO^ mice and exhibited an absence of intrahepatic ducts, with no evidence of functional biliary regeneration, as shown by IHC staining of CK19 (Figure 4 G–L).

**FIGURE 4:**
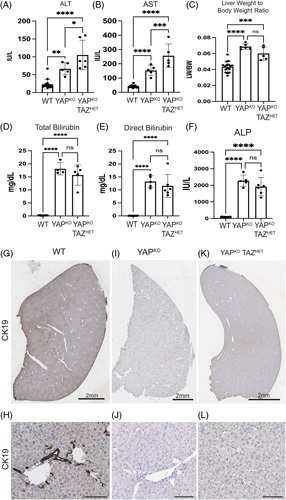
Serum biochemistry shows worsened hepatocellular injury in adult female YAP^KO^ TAZ^HET^ mice compared with YAP^KO^. Serum levels of (A) alanine aminotransferase (ALT), (B) aspartate aminotransferase (AST), (D) total bilirubin, (E) direct bilirubin, and (F) alkaline phosphatase in WT, YAP^KO^, and YAP^KO^ TAZ^HET^ mice at 3–4 months old. (C) Liver-to-body weight ratio of YAP^KO^ and YAP^KO^ TAZ^HET^ mice relative to WT mice. (G)–(L) Slide scans of adult liver lobes and insets of portal vein areas of (G and H) WT, (I and J) YAP^KO^, and (K and L) female YAP^KO^ TAZ^HET^ mice, all stained for CK19 to highlight the bile ducts, which are not present in I-L. Scale bars G, I, and K are 2 mm, and H, J, and L are 100 mm. Abbreviations: ALP, alkaline phosphatase; ALT, aminotransferase; AST, aspartate aminotransferase; CK19, cytokeratin-19; WT, wild type; YAP, yes-associated protein 1.

Based on these data, we aimed to identify what could be causing increased hepatocellular damage in YAP^KO^ TAZ^HET^ mice. Since changes in bile acid composition were a major component of the adaptations of YAP^KO^ mice,^3^ we decided to analyze the bile acid profiles of adult YAP^KO^ TAZ^HET^ livers as well. We found that both models had very similar changes in their bile acid pools compared with their WT littermates (Figure 5A), with taurobetamurocholic acid being the most abundant species by far in both disease models. The overall hydrophobicity of the liver bile acid pool was significantly decreased in both models with no significant change between them (Figure 5B). There was a general reduction in bile acid diversity although the high variability in total bile acid quantities across samples and the large number of comparisons meant that none reached statistical significance (Figure 5C). We also saw a dramatic increase in the quantity of bile acids in the serum of YAP^KO^ TAZ^HET^ mice compared with WT (Figure 5 D), just as in the YAP^KO^ mice.

**FIGURE 5:**
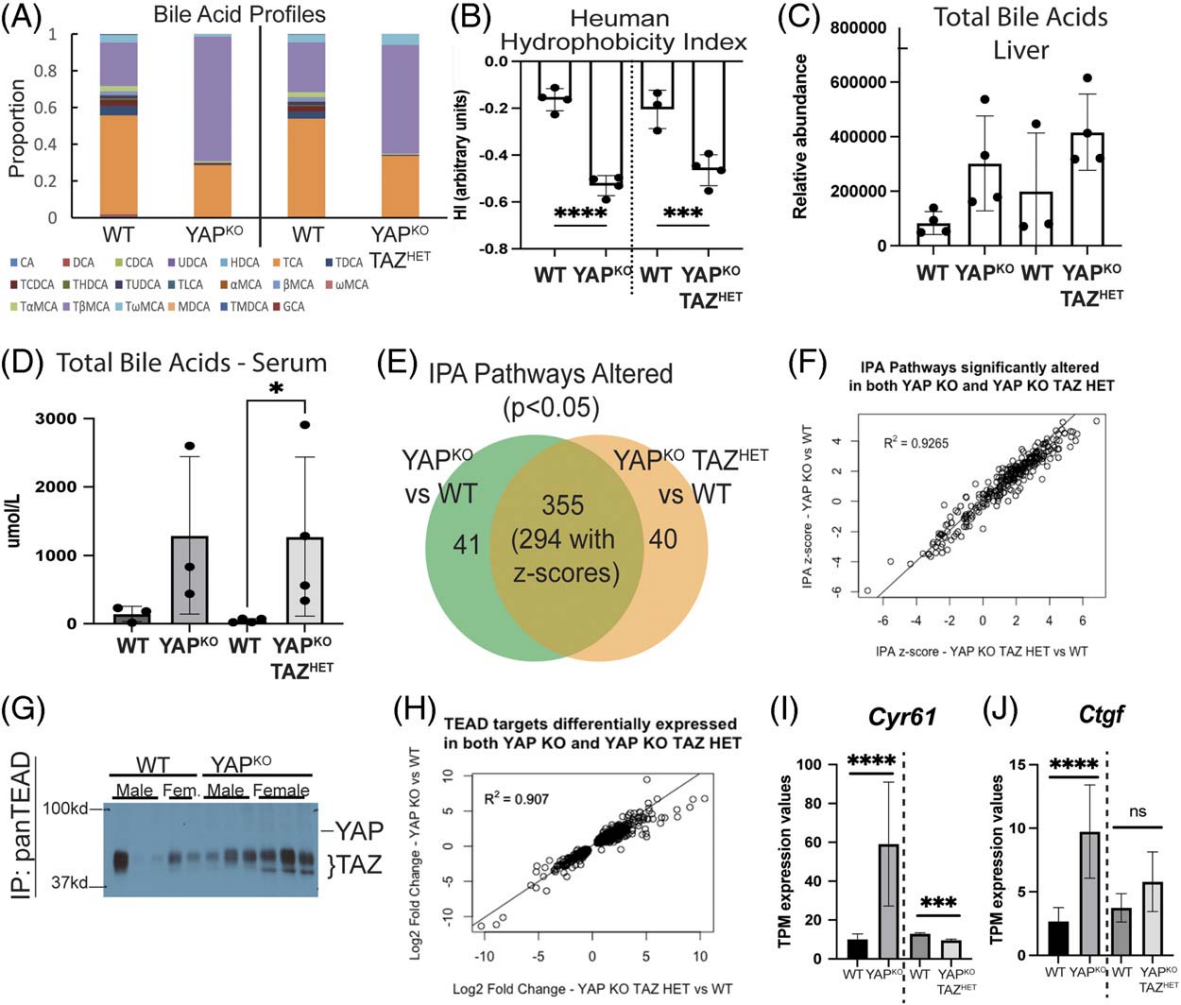
Bile acid profiling and RNA-sequencing analysis show phenotypic concordance between adult YAP^KO^ and YAP^KO^ TAZ^HET^ females, except for a subset of canonical YAP-TAZ target genes. (A) Bile acid profiling from frozen liver tissue, along with (B) Heuman hydrophobicity index of liver bile acids and (C) total bile acids, comparing YAP^KO^ and YAP^KO^ TAZ^HET^ adult females with corresponding WT controls. (D) Concentration of total bile acids in the serum of YAP^KO^ and YAP^KO^ TAZ^HET^ adult females with corresponding WT controls. (E) Venn diagram showing the overlap in altered IPA pathways based on differential gene expression data comparing YAP^KO^ and YAP^KO^ TAZ^HET^ to corresponding littermate WT controls. (F) Scatterplot of IPA *z*-scores indicating the suspected upregulation or downregulation of each altered pathway. (G) Western blot of YAP and TAZ following immunoprecipitation with a pan-TEAD antibody. (H) Scatterplot comparing differential expression of TEAD targets in YAP^KO^ versus WT and YAP^KO^ TAZ^HET^ versus WT. (I and J) TPM expression values of *Cyr61* and *Ctgf* in either YAP^KO^ versus WT or YAP^KO^ TAZ^HET^ versus WT. Abbreviations: bMCA, beta-muricolic acid; CA, cholic acid; CDCA, chenodeoxycholic acid; DCA, deoxycholic acid; GCA, glycocholic acid; HDCA, hyodeoxycholic acid; IPA, ingenuity pathway analysis; MDCA, murideoxycholic acid; TaMCA, tauro-alpha-muricholic acid; TbMCA, tauro-beta-muricholic acid; TCA, taurocholic acid; TCDCA, taurochenodeoxycholic acid; TDCA, taurodeoxycholic acid; THDCA, taurohyodeoxycholic acid; TLCA, aMCA alpha-muricolic acid; TMDCA, tauromurideoxycholic acid; TUDCA, tauroursodeoxycholic acid; TwMCA, tauro-omega-muricholic acid; UDCA, ursodeoxycholic acid; wMCA, omega-muricolic acid; YAP, yes-associated protein 1.

### In the absence of YAP, TAZ regulates a subset of TEAD targets, which influences cell cycling and macrophage-mediated inflammation

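RNA from the whole liver of 12 female mice aged 3 to 4 months was sequenced. There were 4 groups of 3 mice. YAP KO mice, in which both copies of *Yap1* were deleted in the foregut endoderm with *Foxa3*-Cre, were compared with WT littermates on the C57BL/6 background, and YAP KO TAZ HET mice, which also lacked 1 copy of *Wwtr1*, were compared with WT littermates on the mixed background. The paper states a depth of 20000000 reads per end and sample, as paired-end reads of 150 bases. The authors aligned the reads to GRCm38.p6 in CLC Genomics Workbench and deposited, for each of 41743 genes and each mouse, a TPM value, which scales reads for gene length and for the total of the library, together with the authors' comparison of each model with its littermates. Every library sums to 1000000 TPM, so the values keep no record of depth and the number of reads counted in each mouse is unknown. Between 14540 and 14840 genes were above 0 in the WT (C57BL/6) livers, 14765 to 14969 in the YAP KO livers, 14442 to 14754 in the WT (mixed) livers and 14935 to 15047 in the YAP KO TAZ HET livers.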

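For the comparisons, TPM values were divided by a scaling factor for each library, which is the trimmed mean of the log ratios between libraries with 30% of the log ratios and 5% of the mean levels trimmed at each end. The factors ran from 1.085 to 1.219 in YAP KO livers and from 0.852 to 0.913 in their littermates, and from 1.075 to 1.182 in YAP KO TAZ HET livers and from 0.858 to 0.947 in theirs. Genes with at least 1 TPM in at least 3 libraries of a fit were tested with limma on log2(scaled TPM + 1), with a variance trend and Benjamini-Hochberg adjustment. Because of the pseudocount, a fold change on this scale understates the change of genes with low values. The scaling moved the directions of change. Without it, the median log2 fold change over all tested genes was 0.28 in YAP KO mice in place of -0.04, and 84% in place of 51.3% of the changed genes were higher. In YAP KO TAZ HET mice the median was 0.24 without scaling, and 82.2% in place of 50.2% of the changed genes were higher. Changes are therefore given relative to the bulk of the genes.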

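*Yap1*, which the files list by its Ensembl identifier ENSMUSG00000053110 on chromosome 9 of GRCm38 from 7931999 to 8004596, was at 30.5, 30.4 and 28.2 TPM in the WT (C57BL/6) livers and at 3.72, 1.93 and 1.67 TPM in the YAP KO livers. The log2 fold change was -3.51 (standard error 0.18, adjusted p = 8.57e-06 from limma with Benjamini-Hochberg adjustment). In the mixed set it was at 33.2, 32.3 and 31 TPM in WT livers and at 8.63, 9.2 and 11.5 TPM in YAP KO TAZ HET livers, a log2 fold change of -1.93 (standard error 0.14, limma adjusted p = 3.61e-05). All 6 knockout mice were below all 6 WT mice. *Yap1* was less reduced in YAP KO TAZ HET than in YAP KO livers, with a difference between the models (the change in YAP KO minus that in YAP KO TAZ HET mice) of -1.59 on the log2 scale (standard error 0.24, limma adjusted p = 0.0371). Of 19 alternative fits, 5 kept an adjusted p under 0.05, with values from 0.00184 to 0.146. Leaving out any 1 of 10 of the 12 mice lifted it over 0.05, for example to 0.146 without WT (mixed) replicate LM226.

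**Figure D1:**
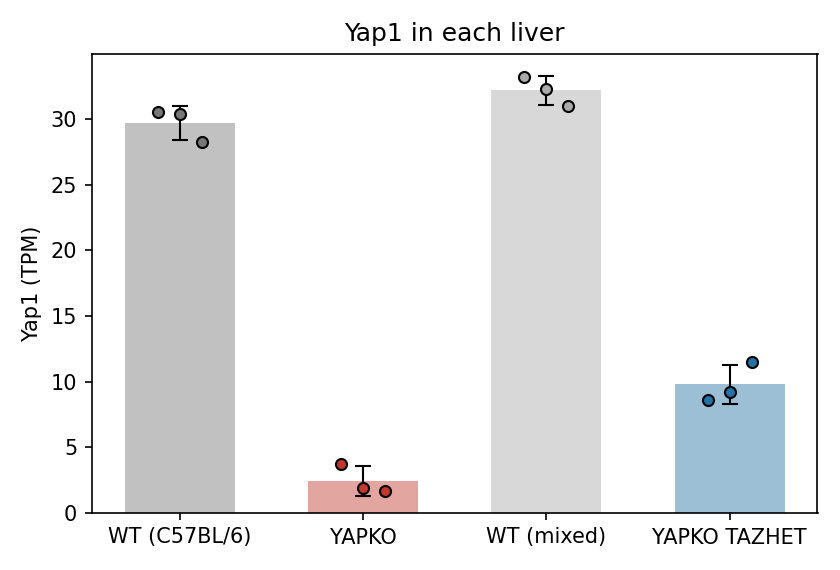
*Yap1* in TPM in each of the 12 livers, by group. Bars are means, error bars are SDs and points are single mice, with YAP KO TAZ HET livers from 8.63 to 11.5 TPM, above every YAP KO liver.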

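*Wwtr1* (ENSMUSG00000027803, chromosome 3 from 57455649 to 57575910), which encodes TAZ, was at 6.46 ± 0.324 TPM (SD, n = 3) in WT (C57BL/6) livers and at 14.5 ± 1.85 TPM (SD, n = 3) in YAP KO livers. All 3 YAP KO mice were above their littermates, with the smallest p that 3 mice against 3 allow (two-sided exact permutation test, p = 0.1). The log2 fold change was 0.73 (standard error 0.11, limma adjusted p = 0.00186), and it stayed between 0.69 and 0.79 with each mouse left out in turn. In the mixed set *Wwtr1* was at 8.11 ± 0.34 TPM (SD, n = 3) in WT and at 12.4 ± 1.41 TPM (SD, n = 3) in YAP KO TAZ HET livers. All 3 YAP KO TAZ HET mice were above their littermates there too, with a ratio of mean TPM of 1.53 (two-sided exact permutation test, p = 0.1). The log2 fold change on the scaled values was 0.26 (standard error 0.1, limma adjusted p = 0.0743). The call depended on the fit, since without scaling the log2 fold change was 0.56 (limma adjusted p = 0.00779), and over 14 alternatives the adjusted p ran from 0.00779 to 0.17. Between YAP KO TAZ HET and YAP KO livers the mean TPM differed by a ratio of 0.856 (two-sided exact permutation test, p = 0.3), and the difference between the models was 0.46 (limma adjusted p = 0.802). A value per gene from whole liver does not show which parts of the transcript the floxed *Wwtr1* allele leaves. These values therefore do not show how much functional *Wwtr1* the YAP KO TAZ HET livers kept.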

We next performed RNA-sequencing analysis comparing female YAP^KO^ mice to littermate controls (C57Bl6 background) and female YAP^KO^ TAZ^HET^ mice to littermate controls (mixed FVB/C57Bl6 background). 

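The pathway tool that the paper used is not held here, so the mouse Reactome sets distributed with the fgsea package were tested with camera, with a preset correlation between genes of 0.01. Of 1457 sets, the 821 that had 10 to 500 tested genes in both models were compared. With Benjamini-Hochberg adjustment over all sets, 188 sets changed in YAP KO mice and 132 in YAP KO TAZ HET mice, each against WT littermates. The 124 sets that changed in both moved in the same direction in both, 83 of them higher and 41 lower. Across these sets the mean log2 fold changes of the models had a Pearson correlation of 0.991, and across all tested sets 0.973; sets share genes and are not independent replicates. The rotation test fry uses the correlation between genes in the data. It asks whether the genes of a set changed at all, where camera asks whether they changed more than other genes. With fry 364 sets changed in both models, and these included 112 of the 124. Since 36.7% of all tested genes changed in YAP KO and 38.2% in YAP KO TAZ HET mice, passing fry does not show that a set stands out. With camera, TPM without scaling gave 106 sets in both models.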

We found that 355 IPA signaling pathways significantly altered in both YAP^KO^ and YAP^KO^ TAZ^HET^ mice, most of which had highly concordant *z*-scores (Figure 5E, F). These altered pathways are very similar to those we described in our previous study of YAP^KO^ mice.^3^ 

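Among the sets named before the analysis, those of metabolism were lower in both models, apart from cholesterol biosynthesis, which had medians of -0.01 and 0.22 (11 and 15 of 22 genes higher, adjusted p = 0.55 and 0.691 from camera on the limma fit). Over the 34 genes of bile acid and bile salt metabolism the median log2 fold change was -0.75 in YAP KO mice (adjusted p = 1.05e-05 from camera on the limma fit) and -0.86 in YAP KO TAZ HET mice (adjusted p = 1.43e-06). Mitochondrial fatty acid beta-oxidation had medians of -0.67 and -0.7, with all 15 genes lower in each model (limma camera adjusted p = 2.66e-05 and 1.51e-05). The wider set of fatty acid, triacylglycerol and ketone body metabolism had medians of -0.29 and -0.34 (adjusted p = 0.0118 and 0.00419), and under fry its call in YAP KO mice was lost (adjusted p = 0.0516). Respiratory electron transport fell by 0.51 and 0.39 at the median (adjusted p = 7.2e-14 and 8.76e-07), with an adjusted p of 0.0636 under fry in YAP KO TAZ HET mice. The citric acid cycle fell by 0.35 and 0.53 (adjusted p = 0.0321 and 0.000704), with an adjusted p of 0.0688 under fry in YAP KO mice. Extracellular matrix organization rose, with medians of 0.72 and 0.57 (adjusted p = 1.54e-12 and 2.49e-09), and both calls held under fry. Interleukin signaling had medians of 0.21 and 0.14 (adjusted p = 0.044 and 0.0736 from camera, 0.00924 and 0.00448 from fry). Cytokine signaling had medians of 0.1 and 0.13 (adjusted p = 0.0678 and 0.0753 from camera, 0.0372 and 0.059 from fry). For sets of the cell cycle and apoptosis, the median was 0.03 and -0.01 for the mitotic cell cycle (adjusted p = 0.256 and 0.625), -0.11 and -0.13 for the G1/S transition (adjusted p = 0.721 and 0.439) and -0.07 and -0.08 for apoptosis (adjusted p = 0.858 and 0.733). Significantly higher against lower genes numbered 65 against 29 and 54 against 30 for the mitotic cell cycle. They were 16 against 15 and 11 against 14 for the G1/S transition, and 24 against 18 and 28 against 15 for apoptosis. The apoptosis set is not a set of survival genes. Under fry the mitotic cell cycle passed in YAP KO mice (adjusted p = 0.0183) and not in YAP KO TAZ HET mice (adjusted p = 0.0614). A separate list of 54 genes of the G2 and M phases rose in both models, with medians of 0.71 and 0.47 (adjusted p = 2.88e-05 and 1.13e-04 from camera, 0.0297 and 0.0135 from fry), and neither call held with an estimated correlation (adjusted p = 0.335 and 0.324).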

We observe the upregulation of regenerative pathways favoring cell proliferation and survival, alongside a downregulation of metabolic pathways, including fatty acid metabolism, bile acid metabolism, and oxidative metabolism. 

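Of 11704 genes tested, 4295 changed in YAP KO mice (2202 higher, 2093 lower, limma adjusted p under 0.05), and 4486 of 11741 changed in YAP KO TAZ HET mice (2253 higher, 2233 lower). With a change over 2-fold as well, 931 were higher and 484 lower in YAP KO mice, and 881 and 484 in YAP KO TAZ HET mice. The groups did not overlap for 51.2% of the tested genes in YAP KO and 52.1% in YAP KO TAZ HET mice, where 10% are expected by chance. Without YAP KO TAZ HET replicate LM251, 2833 genes changed in YAP KO TAZ HET mice. Of the 11530 genes tested in both models, 3228 changed in both, and 3226 of these changed in the same direction. Their log2 fold changes had a Pearson correlation of 0.97 and a Spearman rho of 0.962 across genes, which are not independent replicates, and the Pearson correlation stayed between 0.961 and 0.974 under all alternatives. A gene that passed the threshold in 1 model only mostly moved the same way in the other: 932 of 985 for YAP KO mice and 1120 of 1172 for YAP KO TAZ HET mice.

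The largest rises and falls in both models included *Cib3* and *Mup22*. *Cib3* rose from 0.998 ± 0.559 to 337 ± 5.12 TPM in YAP KO livers and from 0.402 ± 0.275 to 328 ± 57.2 TPM in YAP KO TAZ HET livers (SD, n = 3). *Mup22* fell from 28500 ± 7510 to 39.1 ± 20.3 TPM and from 25000 ± 1950 to 15.4 ± 12.9 TPM, and belongs to a family of near-identical genes between which the authors' counting could have moved reads.

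The difference between the models was tested in 1 fit of all 12 libraries. It passed the threshold for 7 of 12159 genes, with a positive difference (the change in YAP KO minus that in YAP KO TAZ HET mice) for 3 and a negative one for 4, while 555 had an unadjusted p under 0.05. The difference was positive for *Mup1*, *H2-Q1* and *Sult2a7*, and negative for *Cyp3a41a*, *Slc6a16*, *Mup18* and *Yap1*. Of them, 5 also differed between the WT groups, and 3 have a near-identical copy elsewhere in the genome. The count ran from 3 to 20 with each mouse left out, with 20 genes without YAP KO replicate LM74 and 15 without YAP KO TAZ HET replicate LM225, and 3 or 4 without WT (C57BL/6) replicate LM193, WT (mixed) replicates LM226 and LM227 or YAP KO TAZ HET replicate LM251. The design does not separate the loss of 1 copy of *Wwtr1* from the background and the set of animals.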

The overall similarity of the altered pathways and the phenotype in YAP^KO^ and YAP^KO^ TAZ^HET^ mice suggests that TAZ heterozygosity did not affect the global genetic adaptations in these mice.

We next looked for more subtle changes, hypothesizing that TAZ heterozygosity may have altered the expression of genes that are targets of TEAD transcription factors, given the close relationship between TAZ and TEAD. Indeed, immunoprecipitation for TEAD transcription factors (using a pan-TEAD antibody) revealed much higher levels of TAZ bound to TEAD factors in YAP^KO^ mice in comparison to WT mice (Figure 5G). We compared the differentially expressed genes in each mouse model to publicly available ChIP-Seq datasets mapping TEAD binding sites throughout the genome in either the mouse liver or the HepG2 cell line.^18–20^ Out of 3773 potential TEAD targets identified in all 4 data sets, we found that about 26% were altered in YAP^KO^ mice, and 34% were altered in YAP^KO^ TAZ^HET^ mice relative to WT. Nine hundred sixty-eight targets were altered in both models, covering many major injury response pathways (Supplemental Figure S1A, http://links.lww.com/HC9/A418). The log2 fold change of these genes was impressively concordant across both models, with *R*^2^ of 0.907 (Figure 5H). These genes were mostly not affected by TAZ heterozygosity and, thus, may be regulated by other signaling pathways that are responding to cholestatic liver injury, as has been described before.

Next, we focused on the targets altered in 1 but not both mouse models. 

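*Ccn1*, the gene symbol that the files use for *Cyr61* (ENSMUSG00000028195), lies on chromosome 3 from 145646976 to 145649981. It was at 10.1 ± 2.81 TPM (SD, n = 3) in WT (C57BL/6) livers and at 59.1 ± 31.9 TPM (SD, n = 3) in YAP KO livers, where the mice had 28.5, 92.2 and 56.6 TPM. The log2 fold change was 1.98 (standard error 0.42, limma adjusted p = 0.00752), and it ran from 1.56 to 2.47 with each mouse left out. In the mixed set *Ccn1* was at 13 ± 0.424 TPM (SD, n = 3) in WT and at 9.63 ± 0.457 TPM (SD, n = 3) in YAP KO TAZ HET livers, a log2 fold change of -0.69 (standard error 0.1, limma adjusted p = 0.00145). When all 12 libraries shared 1 estimate of the spread, the adjusted p for this fall was 0.128 (limma), the highest of 14 alternatives, of which 13 stayed under 0.05 and the lowest was 0.00106. Every YAP KO mouse was above, and every YAP KO TAZ HET mouse below, all of its littermates (two-sided exact permutation test, p = 0.1 in each set). Mean TPM in YAP KO TAZ HET was 0.163 times that in YAP KO livers, again without overlap (two-sided exact permutation test, p = 0.1). The difference between the models was 2.66 on the log2 scale (standard error 0.48), with a limma adjusted p of 0.137 over all genes. It passed the threshold in 1 of 19 alternatives, which left out YAP KO replicate LM74 (3.15, limma adjusted p = 0.00118; range over the alternatives 0.00118 to 0.437). Across the 12 mice, deviations of *Ccn1* from its group means followed those of a score of immediate-early genes (Pearson r = 0.886, permutation p = 0.00572, and Spearman rho = 0.622, permutation p = 0.0348). Permuting mice only within groups gave an exact permutation p of 0.132 for the Pearson r. The relation rested on the mice farthest from the median score, YAP KO replicates LM74 and LM189, without which r was 0.115. It was 0.911 within the C57BL/6 set and 0.309 within the mixed set.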

Curiously, we found that *Cyr61*, a well-known target of YAP and TAZ, was significantly upregulated in YAP^KO^ mice relative to WT but was significantly decreased after the loss of 1 copy of TAZ (Figure 5I). This suggests that the expression of *Cyr61* in response to injury is directly regulated by TAZ in YAP^KO^ mice. 

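*Ccn2*, listed in the files in place of *Ctgf* (ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683), was at 2.67 ± 1.08 TPM (SD, n = 3) in WT (C57BL/6) and at 9.73 ± 3.67 TPM (SD, n = 3) in YAP KO livers. All YAP KO mice were above their littermates (two-sided exact permutation test, p = 0.1). The log2 fold change of 1.24 (standard error 0.34) had a limma adjusted p of 0.0234. That call rested on the full set of mice: in 4 of 6 fits with 1 mouse left out the adjusted p passed 0.05, with log2 fold changes of 1.03 and 1.07 without YAP KO replicates LM189 and LM191 and of 1.23 and 1.01 without WT (C57BL/6) replicates LM192 and LM193 (limma adjusted p up to 0.079). It was kept in 9 of all 15 alternatives. In the mixed set *Ccn2* was at 3.74 ± 1.11 TPM (SD, n = 3) in WT and at 5.8 ± 2.35 TPM (SD, n = 3) in YAP KO TAZ HET livers, within the spread between mice (log2 fold change 0.21, standard error 0.29, limma adjusted p = 0.596; two-sided exact permutation test, p = 0.3). The change in YAP KO exceeded that in YAP KO TAZ HET mice by 1.02 (standard error 0.5, limma adjusted p = 0.998), and no alternative brought this difference past the threshold. Deviations of *Ccn2* from its group means correlated with those of the immediate-early score at r = 0.584 (permutation p = 0.0296, adjusted p = 0.0507 over 12 relations) and a Spearman rho of 0.531 (permutation p = 0.0803), and at r = 0.229 without YAP KO replicates LM74 and LM189. Permuting mice only within groups gave an exact permutation p of 0.149 for the r of 0.584.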

*Ctgf*, another YAP/TAZ target, was similarly upregulated in YAP^KO^ mice but was unchanged relative to WT after the loss of 1 copy of TAZ (Figure 5J). We found 298 genes whose expression followed a similar pattern of upregulation in YAP^KO^ mice (fold change >2 and q-value <0.05) but were unaltered or downregulated in YAP^KO^ TAZ^HET^ mice (either q-value >0.05 or fold change < 0 and q < 0.05) (Supplemental Figure S1B, http://links.lww.com/HC9/A418, and Supplemental Table S2, http://links.lww.com/HC9/A418). 

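With the same rule applied to the limma fits, 49 genes were over 2-fold higher in YAP KO mice with an adjusted p under 0.05 and were either past 0.05 or lower in YAP KO TAZ HET mice. Supplementary Table 2 holds 38 of them. The count depended on the processing, with 407 genes when no fold change limit was set and 109 with a pseudocount of 0.1. It also depended on single mice, with 30 without YAP KO replicate LM189, 86 without YAP KO TAZ HET replicate LM251, and 75 and 78 without WT (mixed) replicates LM226 and LM227. In YAP KO TAZ HET mice 41 of the 49 had a log2 fold change of the same sign as in YAP KO mice, and 1 fell past the threshold. The reverse rule, over 2-fold higher in YAP KO TAZ HET mice and not in YAP KO mice, gave 41 genes, of which 37 had a positive log2 fold change in YAP KO mice too. Without WT (C57BL/6) replicates LM192 and LM193 this reverse list held 66 and 79 genes, and 24 without YAP KO TAZ HET replicate LM251.

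Of the 298 genes of Supplementary Table 2, 152 passed the expression filter in the C57BL/6 set. Of these, 120 were higher in YAP KO mice (limma adjusted p under 0.05) and 50 of those over 2-fold. The 120 became 71, 52 and 60 without YAP KO replicates LM74, LM189 and LM191. In the mixed set 133 could be tested, and 115 of them (86.5%) had a positive log2 fold change in YAP KO TAZ HET mice, 12 past the threshold, while 2 fell past it. The median log2 fold change was 0.92 in YAP KO and 0.35 in YAP KO TAZ HET mice. The difference between the models was tested for 176 of the genes, of which 1 passed the threshold over all genes, 5 did when adjusted over the list alone and 44 had an unadjusted p under 0.05. As a list they were more changed in YAP KO mice, with a median difference of 0.53 (adjusted p = 7.28e-33 from camera, 0.00178 from fry and 0.00239 from camera with an estimated correlation). The list was chosen on these same mice, so neither the list test nor the adjustment over the list alone is independent evidence. By comparison, the median difference between the WT groups was 0.18 for the list.

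**Figure D2:**
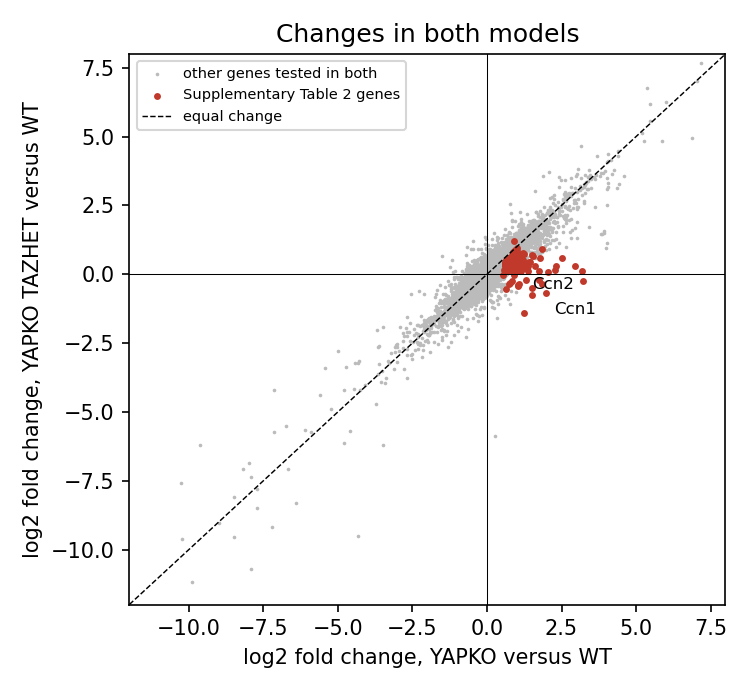
Log2 fold change against WT littermates in YAP KO mice (horizontal axis) and in YAP KO TAZ HET mice (vertical axis) for the 11530 genes tested in both, with the dashed line marking equal change and the points in red marking 128 genes of Supplementary Table 2. Of these, 111 are higher in both models and 1 lies above the line.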

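Supplementary Table 2 marks 68 of its genes as potential TEAD targets. The list of TEAD targets itself is not used here. Of the 68, 46 could be tested in the C57BL/6 set, and 35 were higher in YAP KO mice (limma adjusted p under 0.05), 18 of them over 2-fold. In the mixed set 41 could be tested, 1 was higher and 2 lower in YAP KO TAZ HET mice, and 32 (78%) had a positive log2 fold change. Among the 230 genes without the mark, 83 of 92 (90.2%) were positive. The median log2 fold change of the marked genes was 0.93 in YAP KO and 0.28 in YAP KO TAZ HET mice. For the difference between the models, 52 marked genes were tested, with 0 past the threshold over all genes, 5 when adjusted over the list alone and 20 with an unadjusted p under 0.05. Their median difference was 0.64, and that of the 124 unmarked genes tested was 0.43.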

Sixty-six of these genes were also potential TEAD targets. These genes were enriched in GO terms and pathways associated with G1/S cell cycle transitions, E2F targets, mitosis, and regulation of apoptosis, reflective of a more targeted program often associated with oncogenic YAP/TAZ signaling^27,28^ (Supplemental Figure S1A and C, http://links.lww.com/HC9/A418). These genes were also enriched in regulators of cytokine production and monocyte recruitment (Supplemental Figure S1C, http://links.lww.com/HC9/A418). This may reflect a specific program of genes particularly sensitive to TAZ/TEAD regulation in the absence of YAP.

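Enrichment in Supplementary Table 2 was tested against the genes that could have entered it, which are the 1711 genes over 2-fold higher in YAP KO mice with a false discovery rate under 0.05 in the authors' deposited table and with a value in both comparisons. Fisher's exact test (two-sided, Benjamini-Hochberg over 20 tests) was used. Of the 58 genes of the mitotic cell cycle among them, 18 were in the list (odds ratio 2.21, Fisher's exact test adjusted p = 0.0758), as were 6 of 13 genes of the G1/S transition (odds ratio 4.14, exact adjusted p = 0.0758) and 1 of 12 of apoptosis (odds ratio 0.431, exact adjusted p = 1). A list of 43 S-phase genes had 4 of 9 (exact adjusted p = 0.217) and the G2 and M list 7 of 31 (exact adjusted p = 0.784). Against all 14449 genes with a value in both comparisons, a background that also holds genes that did not rise, the mitotic cell cycle had an odds ratio of 2.39 (exact adjusted p = 0.00995), the G2 and M list 7.21 (exact adjusted p = 0.00114) and the G1/S transition 3.14 (exact adjusted p = 0.0634).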

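Against the same background of genes that rose, 9 of 38 genes of cytokine signaling were in Supplementary Table 2 (odds ratio 1.49, Fisher's exact test adjusted p = 0.634), with 3 of 17 for interleukin signaling (odds ratio 1.02, exact adjusted p = 1). A list of monocyte and neutrophil genes had 0 of 10 (exact adjusted p = 0.634, unadjusted exact p = 0.226) and a macrophage list 0 of 9 (exact adjusted p = 0.679, unadjusted exact p = 0.373). Both lists hold genes of the cells and not regulators of their recruitment, so they do not test the paper's statement on monocyte recruitment. Immediate-early genes had 11 of 26 (odds ratio 3.58, exact adjusted p = 0.047). The paper proposes that the genes of its list may be part of a program sensitive to TAZ and TEAD when YAP is absent.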

We then asked whether these gene expression changes had a functional impact on YAP^KO^ TAZ^HET^ livers. We assessed cell death through TUNEL staining (Figure 6A, B) and show that it was significantly increased in YAP^KO^ TAZ^HET^ hepatocytes compared with WT and trended toward an increase compared with YAP^KO^ although the overall level of hepatocyte death was low across all samples, reflecting their successful adaptation. There was an increase in Ki67-positive hepatocytes in YAP^KO^ mice, which was further surpassed in YAP^KO^ TAZ^HET^ mice, suggesting increased cell cycling (Figure 6C, D). However, mitotic activity was not significantly altered, as shown by the phosphohistone H3 (PHH3) staining, which was very low across most samples (Figure 6E, F). Finally, given the gene expression changes pointing to alterations in cytokine signaling, we looked at the inflammatory cell population, which was generally increased in both YAP^KO^ and YAP^KO^ TAZ^HET^ livers (CD45 staining, Figure 6G). The overall quantity of macrophages, evidenced by F4-80 staining, was significantly increased in YAP^KO^ TAZ^HET^ livers compared with both WT and YAP^KO^ (Figure 6H, I). We also found an increase in CD11b+ cells in YAP^KO^ TAZ^HET^ livers, suggesting increased monocyte recruitment (Figure 6J, K).

**FIGURE 6:**
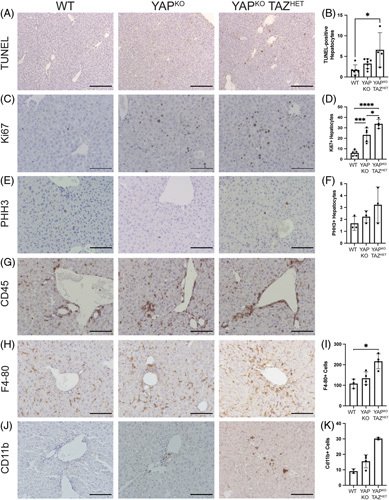
YAP^KO^ TAZ^HET^ mice have increased cell cycling, cell death, and total macrophage numbers with increased monocyte recruitment. IHC for (A) TUNEL, (C) Ki67, (E) PHH3, (G) CD45, (H) F4-80, and (J) CD11b, with respective quantifications in (B) TUNEL-positive hepatocytes, (D) Ki67-positive hepatocytes, (F) PHH3-positive hepatocytes, (I) number of F4-80-positive cells, and (K) number of CD11b positive cells. Scale bars: (A) 200 mm; (C), (E), (G), (H), and (J) 100 mm. Data were analyzed by Kruskal-Wallis (TUNEL, PHH3, F4/80) or 1-way ANOVA (Ki67) with the Sidak multiple comparison tests. Abbreviations: CD11b, integrin αM; CD45, leukocyte common antigen; PHH3, phosphohistone H3; TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling; WT, wild type; YAP, yes-associated protein 1.

## DISCUSSION

Our data shed light on the relationship between YAP and its paralog TAZ in liver development and chronic cholestatic injury. Although some studies have shown that TAZ plays a role in biliary development, TAZ is unable to compensate for the loss of YAP to restore bile duct morphogenesis.^3,29,30^ We consistently observed impaired bile duct development throughout the mouse models in which YAP was deleted, regardless of TAZ status. We also observed a subtle increase in the abundance of immune cells around the portal veins in embryonic livers of all disease models that we present here, which may be related to their disrupted bile duct formation. However, complete loss of both YAP and TAZ does not grossly impair the development of the hepatic parenchyma.

Interestingly, loss of both YAP and TAZ from the foregut endoderm resulted in embryonic lethality around E17-18. This result directly contrasts with the study of *Alb*-Cre YAP/TAZ DKO mice, which were described by Verboven et al.^31^ *Alb*-Cre is specific to the liver only and completes recombination in late development, yet these mice were not embryonic lethal, instead reaching adulthood with moderate bile duct paucity. This further supports that YAP and TAZ losses do not impair hepatocyte development and reveal a distinct, essential function for both YAP and TAZ in the early development of the foregut endoderm outside of the liver. However, we had insufficient tissue to investigate the specific organ functions disrupted in this case beyond a cursory overview. The 1 pup that we identified as a male YAP^KO^ TAZ^HET^ showed significant organ dysfunction. While our Cre-line is known to affect foregut endoderm derivatives, we have evidence suggesting that it also affects developing kidneys, which originates from mesoderm (data not shown), and it is known that TAZ loss in development leads to significant cystic renal disease.^32^ Renal dysfunction could cause poor urine output, leading to insufficient amniotic fluid and subsequently poor lung development, a well-described constellation of findings known as Potter syndrome.^33,34^ Thus, impaired lung development may not be directly related to a genetic defect in this pup.

A similar study in zebrafish revealed developmental abnormalities in *yap*^*−/−*^ *taz*^*−/−*^ and *yap*^*−/−*^ *taz*^*+/−*^ offspring.^30^ Complete loss of YAP and TAZ in zebrafish embryos (whole-body deletion) caused dramatic shortening of the posterior body, while preservation of 1 copy of *taz* resulted in malformations of the digestive system specifically.^30,35^ The *yap*^*−/−*^ *taz*^*+/−*^ zebrafish exhibited the absence of gut rotation and the presence of bilateral liver and pancreas, as well as significantly decreased proliferation of liver progenitor cells. While YAP^KO^ TAZ^HET^ male mouse embryos exhibited digestive tract developmental defects, we did not observe the presence of multiple small liver buds or defects in liver progenitor proliferation in the mouse in either sex. There may be additional compensatory mechanisms regulating liver development in the mouse, which are absent in zebrafish.

There are no reports of similarly dramatic sex dimorphism in phenotypes resulting from alteration in YAP or TAZ activity although mild sex differences have been seen in endothelial cell function.^36^ Whole-body loss of TAZ in mice has been shown to cause abnormalities evident shortly after birth such as increased air-space diameter in the lungs and polycystic kidney disease, suggesting unique roles in the development of these organs.^32,37^ Another important variable may be the genetic background of the mice: unknown combinations of small nucleotide polymorphisms caused by mixed backgrounds could also affect the phenotypic outcome. Our breeding scheme significantly reduced variability due to mixed backgrounds since we consistently used F3 generation animals as our experimental subjects, providing consistency across litters. Our data show that YAP is critical for bile duct formation regardless of mouse strain and background, which strengthens the applicability of our data to other disease models. Furthermore, the wild-type mice of mixed background did not show significant differences compared to the C57Bl6 wild-type mice. All of our model comparisons used litter mate controls to account for the effect of background differences, and the global similarity between the adult female YAP^KO^ and YAP^KO^ TAZ^HET^ suggests that the background of the mice did not impact the overall phenotype.

We also show that TAZ heterozygosity in adult female YAP^KO^ mice mildly worsened their phenotype, and TAZ seems to regulate a small subset of genes affecting cell proliferation and monocyte recruitment to the injured liver. In adult YAP^KO^ mice, TAZ may partner with TEAD to regulate a subset of genes related to mitosis, cell proliferation, inflammation, and apoptosis. The majority of putative TEAD targets were unaffected by TAZ heterozygosity in the context of YAP loss, suggesting that they were regulated by other genetic circuits or are completely YAP-dependent. The overall metabolic reprogramming in YAP^KO^ mice^3^ was mostly unaffected by TAZ heterozygosity, as shown by the dramatic similarity across altered IPA pathways and putative TEAD targets in both adult female YAP^KO^ and YAP^KO^ TAZ^HET^. The pattern of gene expression changes and altered pathways (Figure 5 and Supplemental Figure S1A, http://links.lww.com/HC9/A418) matches our previous description of YAP^KO^ mice^3^ and reflects a global reprogramming of hepatocytes promoting survival and regeneration while altering bile acid metabolism to reduce hepatotoxicity.

However, certain gene targets may be especially sensitive to the presence and quantity of TAZ and may require a certain threshold of TAZ activity to promote expression, independent of YAP. The loss of *Cyr61* and *Ctgf* upregulation following TAZ heterozygosity in YAP^KO^ livers suggests that these 2 genes are extremely responsive to TAZ/TEAD regulation in hepatocytes. It has been shown that TAZ, but not YAP, can homodimerize and interact with TEAD alone to regulate gene expression, and TAZ and/or YAP binding to TEAD switches its function from repressing to promoting target gene expression.^4^ TAZ is also known to bind to other transcription factors, which may be playing a role in regulating non-TEAD targets. Our results suggest that these select targets impact cell death and cell cycling, and perhaps restrict the completion of mitosis, resulting in the observed increase in Ki67-positivity but preventing a significant change in proliferation overall (PHH3). These targets also impacted hepatocyte crosstalk with macrophages but paradoxically resulted in increased macrophage recruitment. Although other studies have shown that macrophage recruitment is diminished following YAP and TAZ loss, these differences may be explained by the absence of cholangiocytes and minimal ductular reaction in our model, which would normally be major contributors to inflammatory signaling in the setting of injury.^31,38^

On the one hand, TAZ in the absence of YAP could be tightly managing the injury repair response. Several studies have shown that TAZ upregulation (without YAP alteration) promotes inflammation, macrophage recruitment, fibrogenesis, and worsened hepatocellular injury,^31,38–40^ while here we show that downregulation of TAZ leads to similar effects (but in the absence of YAP). This suggests that TAZ needs to be tightly regulated in healthy livers, and interactions between TAZ and YAP may critically alter their functions under injury conditions. On the other hand, TAZ may be promoting hepatocyte survival, as shown previously,^41^ and TAZ heterozygosity may lead to increased cell death, indirectly promoting inflammation and cell cycling.

These data point to the unique roles of TAZ in liver development and injury repair independent of YAP and reveal heretofore unknown relationships between YAP and TAZ. Further studies are needed to clarify the distinct functions of YAP and TAZ, and how they change when one or the other is absent or activated. This may significantly impact how we target them therapeutically in a wide range of liver pathologies.

## FUNDING INFORMATION

Funding was provided by NIH grants 2T32EB001026 and 1F30DK121393-01A1 to Laura M. Molina; 5R01CA204586-05, 1R01DK62277 and Endowed Chair for Experimental Pathology to Satdarshan P.S. Monga; NIH grant R01DK126875 to X.M.; and NIH grant 1P30DK120531 to Pittsburgh Liver Research Center for services provided by the Clinical Biospecimen Repository and Processing Core and the Genomics and Systems Biology Core. Funding was also provided to Adelya Gabdulkhakova by the Fulbright Program. This research was also supported in part by the University of Pittsburgh Center for Research Computing, RRID:SCR_022735, through resources provided including the HTC cluster (NIH S10OD028483).

## CONFLICTS OF INTEREST

The authors have no conflicts to report.

## Supplementary Material

# Supplementary material for: Loss of TAZ after YAP deletion severely impairs foregut development and worsens cholestatic hepatocellular injury
**Source:** Hepatol Commun. 2023 Aug 9;7(9):e0220. doi: 10.1097/HC9.0000000000000220
**Supplement:** Supplementary file 1

**Supplementary Information**

**Supplementary Figure 1.** Venn diagram showing overlap of potential TEAD targets differentially altered in YAP KO mice or YAP^KO^ TAZ^HET^ mice relative to their corresponding WT littermates, along with the MSIGDB pathways selectively enriched in each group of genes. B) Heatmap of 298 genes significantly upregulated in YAP KO mice but either unchanged or downregulated in YAP^KO^ TAZ^HET^ mice relative to WT (FC, fold change). C) Enrichr analysis of these 298 genes revealed significant enrichment of several GO Biological Process terms.

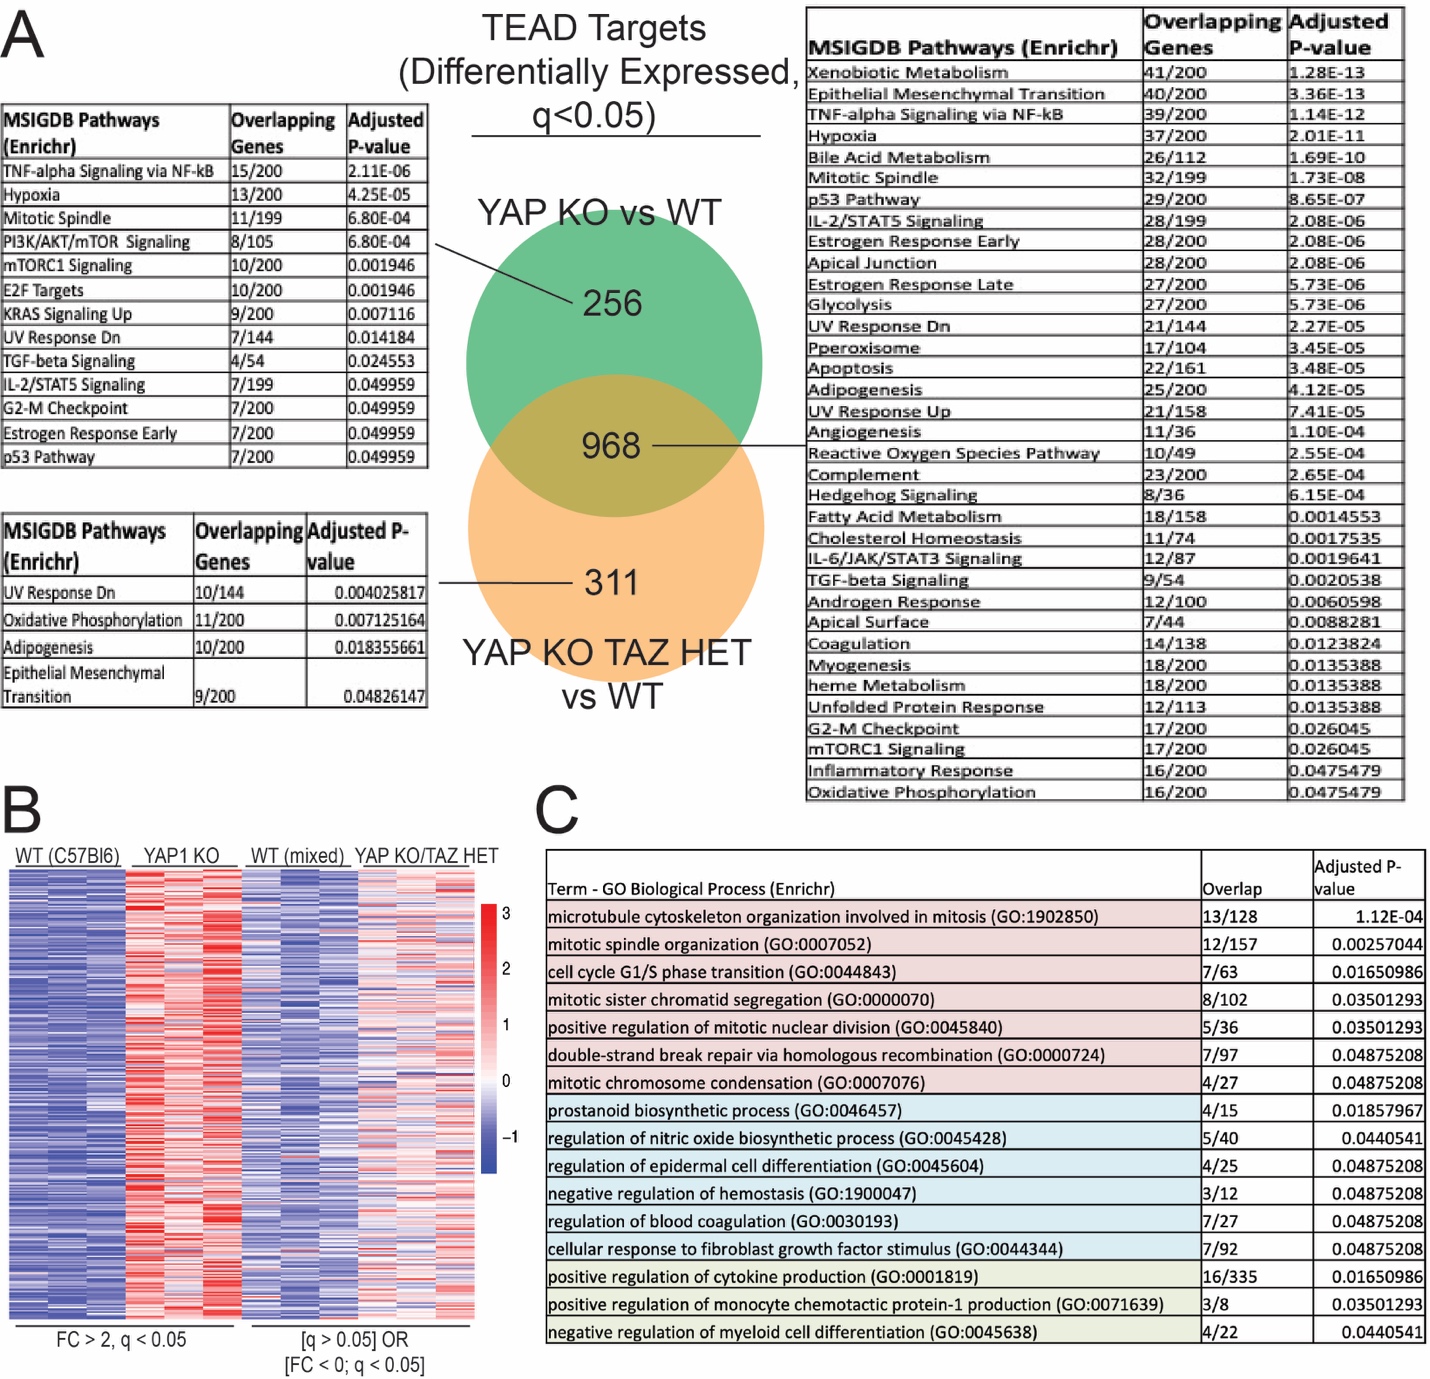

**Supplementary Table 1.** List of antibody names, catalog numbers, and protocol specifications for immunohistochemistry.

| Antibody Target | Antibody Species | Source | Identifier | Antigen Retrieval | Antibody Dilution |
| --- | --- | --- | --- | --- | --- |
| Primary Antibodies | | | | | |
| SOX9 | Rabbit | EMD Millipore | Cat#ab5535 | Pressure cooker, 20 minutes, sodium citrate buffer pH 6 | 1:2000 |
| HNF4a | Rabbit | Cell Signaling Technology | Cat#CS3113 |  | 1:100 |
| TAZ | Mouse | Abcam | CAT#ab242313 |  | 1:50 |
| Osteopontin (OPN) | Mouse | R&D Systems | Cat#AF808-SP |  | 1:100 |
| CK19 | Rat | Developmental Studies Hybridoma Bank (DSHB) | Cat#TROMAIII | Pressure cooker, 20 minutes, DAKO buffer (Agilent S1699) | 1:50 |
| Phospho-histone H3 (PHH3) | Rabbit | Cell Signaling Technology | Cat#9715s |  | 1:100 |
| CD45 | Rat | Santa Cruz Biotechnology | Cat#sc53665 |  | 1:100 |
| CD11b | Rat | Biolegend | Cat#101201 |  | 1:100 |
| F4-80 | Rat | Serotech | Cat#MCA497GA | Proteinase K solution, 6 minutes | 1:100 |
| PCNA | Mouse | Santa Cruz Biotechnology | Cat#sc-56 | Microwave, 60% power, 12 minutes, 1% zinc sulfate | 1:4000 |
| Ki67 | Rabbit | Sigma | Cat#NM-SP6 | Microwave, 60% power, 12 minutes, Tris EDTA buffer pH 9 | 1:100 |
| Secondary Antibodies | | | | | |
| IgG Donkey Anti-Rabbit, Biotin, Polyclonal | Donkey | Millipore Sigma | Cat#AP182B |  | 1:500 |
| IgG Goat Anti-Mouse, Biotin, Polyclonal | Goat | Millipore Sigma | Cat#AP181B |  | 1:500 |
| IgG Goat Anti-Rat, Biotin, Polyclonal | Goat | Millipore Sigma | Cat#AP183B |  | 1:500 |

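The table gives a gene symbol and a mark for a potential TEAD target, without values. Of its 298 genes, 103 (34.6%) were under 1 TPM in the mean of every group, and the median over the genes of the highest group mean was 1.74 TPM. In the authors' deposited table, the median log2 fold change of these genes was 1.89 in YAP KO mice and 0.74 in YAP KO TAZ HET mice, 266 had a positive and 32 a negative fold change in YAP KO TAZ HET mice, and 3 of the latter had a false discovery rate under 0.05.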

**Supplementary Table 2.** List of genes significantly upregulated in YAP KO mice but either unchanged or downregulated in YAP^KO^ TAZ^HET^ mice relative to WT, and whether or not they are a potential TEAD target.

How the deposited data were processed for this re-analysis (not part of the article)

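The liver transcriptomes of 12 female mice were analysed in 4 groups of 3: YAP KO, WT (C57BL/6), YAP KO TAZ HET and WT (mixed). The authors aligned the reads to GRCm38.p6 and counted them on genes in CLC Genomics Workbench, and for each mouse they deposited TPM. The authors also deposited their own comparison of each model with its WT littermates, made with edgeR within CLC Genomics after trimmed mean of M-values normalization. For each gene the authors deposited a fold change, a log2 fold change, a p-value and a false discovery rate, which are scores of a comparison with no value per mouse. These are printed only as values of the authors' deposited table. No TPM column was left without a sample (0 unmapped). The read counts behind the TPM values are not used here, so no test on counts was run and the precision that depth gives is unknown; the spread between the 3 mice of a group is the only error available. No pair of libraries held identical values.

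Of the 41743 gene identifiers, 99.84% were found in GENCODE M21, which is built on GRCm38, and 99.42% of those had the same start and end there. The tables give values almost only to protein-coding genes. *Xist* is listed at 0 in every library and *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* of the Y chromosome reached at most 0.144 TPM.

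TPM values were scaled by the trimmed mean of log ratios between the libraries of a fit (30% of log ratios and 5% of mean levels trimmed at each end, without weights), 1 was added, and log2 was taken. Genes with at least 1 TPM in at least 3 libraries of the fit were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) with Benjamini-Hochberg adjustment and a threshold of 0.05, two-sided. Each model was fitted with its own 6 libraries, the WT groups with theirs, and the difference between the models as a contrast of the 4 group means over 12 libraries. Gene sets were tested with camera (correlation 0.01), with fry and with camera with an estimated correlation. Of these, camera compares the genes of a set with the other genes, while fry asks whether the set changed at all. The mouse Reactome sets came from fgsea 1.28.0, and 96.1% of their Entrez identifiers matched a gene of the tables. Sets of 10 to 500 tested genes were used. Single genes were compared with exact two-sided permutation tests, for which 0.1 is the smallest p that 3 mice against 3 allow, and correlations across mice with 100000 resamples (scipy 1.17.1). Near-identical copies were found by comparing the longest transcripts of 17039 genes with each other with blastn 2.17.0, at 90% identity over 30% of the length or more.

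The steps were tested on simulated data in which 200 genes were changed by known amounts. To see how long the lists of genes raised in 1 model only become when every gene has the same effect in both models, 50 data sets were simulated from the fit of the 12 libraries with noise drawn for each gene alone and 50 with random combinations of the residuals, which keep the correlation between genes. A block of mice with near numbers in the fit of YAP KO against WT mice was added after seeing the data. The limma fits recovered 80.5% of them for YAP KO mice, 90% for YAP KO TAZ HET mice, 73% for the difference between the models and 85.5% for the WT groups, and called 10, 11, 6 and 10 unchanged genes. Of 200 unchanged lists, camera called 3 and fry 11 at an unadjusted p under 0.05.

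The genes named in the text were chosen by a rule: the genes that the paper names and the genes of its stains, and in each comparison the 5 genes with the largest rises and the 5 with the largest falls among those past the threshold whose groups did not overlap (for the difference between the models, among those past the threshold), at most 3 of each printed. Before the data were examined, 8 gene lists were written (immediate-early, macrophage, monocyte and neutrophil, biliary, bile acid synthesis and transport, S phase, G2 and M phases, and a YAP and TAZ target signature), and the alternatives were set: pseudocount 0.1, no filter, a minimum of 5 TPM, no scaling, quantile normalization, robust variance shrinkage, all 12 libraries in 1 fit, an adjusted p under 0.01, no fold change limit, fry, and each mouse left out in turn. Lists of endothelial genes and of stellate cell and fibroblast genes were added later. The list of TEAD binding targets and the pathway analysis of the paper are not analysed here. Fig. 1A shows more mice per group than the tables hold for *Wwtr1*, so no value is set beside it.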

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

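The simulations of equal effects and of unchanged groups, the tests on *Yap1*, the tests of the fall of *Ccn1* and *Epcam*, the tests on mouse numbers, the comparison of gene copies and one of the schemes that relabel mice were chosen only after the results were seen. Outlying mice were not tested, since every group holds 3.

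The difference between the models passed the adjusted threshold for 7 genes (limma, 12 libraries), with 555 at an unadjusted p under 0.05. On the log2 scale the change in YAP KO minus that in YAP KO TAZ HET mice was 5.13 for *Mup1*, 3.06 for *H2-Q1*, 2.69 for *Sult2a7*, -3.44 for *Cyp3a41a*, -2.77 for *Slc6a16*, -2.71 for *Mup18* and -1.59 for *Yap1*. In each of the schemes that relabel mice, 2 of 100 splits gave as many genes, the real one included. Where knockout and WT labels were permuted within each set, the other split was the one that swapped all knockout and WT labels of the mixed set, which adds the changes of both models and gave 6729 genes, and the next largest count was 4. Where the model was permuted among knockouts and among WT mice, the other split gave 10 genes and the next 6. The count was 20 without YAP KO replicate LM74, 15 without YAP KO TAZ HET replicate LM225, and 3 or 4 without WT (C57BL/6) replicate LM193, WT (mixed) replicates LM226 and LM227 or YAP KO TAZ HET replicate LM251. Genetic background or animal set is a candidate explanation for most of the list: 5 of the 7 genes also differed between the WT groups, against 19 of 11119 other genes. This count ignores direction. The WT difference (mixed minus C57BL/6) had the sign of the difference between the models for *Mup1*, *H2-Q1*, *Sult2a7* and *Mup18*. For *Slc6a16* it was 1.38, against -2.77 between the models. The difference and the WT comparison share the WT libraries, and across all genes they correlated at 0.477, where unchanged groups give 0.71. In simulated unchanged groups that share these libraries, at most 1 of the 7 genes with the smallest p for the difference reached the p of the genes called between the WT groups with noise drawn for each gene alone, and at most 2 with noise that keeps the correlation between genes (50 data sets each). Near-identical copies were present for 3 of the 7 genes (42.9% against 5.15% of other genes, Fisher's exact test p = 0.00411). For *Mup1*, *Mup18* and *Sult2a7* the difference came largely from the WT groups, in which no copy of *Wwtr1* was deleted. Mean TPM in WT (C57BL/6) and WT (mixed) livers was 23.6 and 1680, 1670 and 218, and 9.74 and 69.5. In YAP KO and YAP KO TAZ HET livers it was 0.143 and 1.79, 0.65 and 0.268, and 0.0278 and 0.0664. This argues against the loss of 1 copy of *Wwtr1* as the cause for these genes. For the others that loss remains open, since every YAP KO TAZ HET mouse is also of the mixed background.

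*Yap1* was less reduced in YAP KO TAZ HET than in YAP KO livers (-1.59, limma adjusted p = 0.0371; 0.00184 to 0.146 over 19 alternatives, 0.146 without WT (mixed) replicate LM226). Its level differed by 0.05 between the WT groups (limma adjusted p = 0.976), which argues against an unequal starting level. A larger share of RNA from cells other than hepatocytes would raise the lists of such cells in YAP KO TAZ HET mice, and their medians in the difference were 0.04 for endothelial, 0.07 for stellate and fibroblast, -0.14 for macrophage and 0.86 for biliary genes, far from -1.59 and not in 1 direction. Between the WT groups (mixed minus C57BL/6) the endothelial median was 0.25, with 15 of 15 genes higher. The stellate and fibroblast median there was -0.15, with 4 of 15 higher. The difference between the models subtracts these values, so it does not compare the knockout livers directly. Whether the floxed alleles of the crosses leave different parts of the transcript cannot be told apart from incomplete deletion with a value per gene, and a biological difference between the crosses stays untested.

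*Ccn1* was higher than in all littermates in every YAP KO mouse and lower in every YAP KO TAZ HET mouse, a difference of 2.66 that did not pass the threshold over all genes (limma adjusted p = 0.137; 0.00118 without YAP KO replicate LM74, and 0.00118 to 0.437 over 19 alternatives). Less TAZ could lower YAP and TAZ target genes in general. A signature of 20 such genes, without *Ccn1* and *Ccn2*, had a median difference of 0.24, with 10 of 16 genes higher in YAP KO mice (adjusted p = 0.043 from camera, 0.0832 from fry and 0.178 with an estimated correlation), and the median was 0.13 in YAP KO mice themselves, with 12 of 16 genes higher (adjusted p = 0.311 from camera and 0.0237 from fry), and -0.04 in YAP KO TAZ HET mice, with 7 of 15 higher (0.763 and 0.0237). An effect of TAZ on these genes stays open, since no comparison passed both camera and fry. The genes also went both ways, with 3 significantly higher and 3 lower in YAP KO and 4 and 4 in YAP KO TAZ HET mice.

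An immediate-early response that differs between animals, as from handling or tissue collection, is the other candidate explanation for the rise of *Ccn1* and *Ccn2* in YAP KO mice. The 30 immediate-early genes, of which Supplementary Table 2 holds 11 and 24 have a WT mean of at least 1 TPM, rose by a median of 2.29 in YAP KO and 0.58 in YAP KO TAZ HET mice. In YAP KO TAZ HET mice 20 of 24 were higher (adjusted p = 2.55e-04 from camera, 0.0198 from fry and 0.331 with an estimated correlation) while *Ccn1* was lower by a log2 fold change of -0.69 (limma adjusted p = 0.00145), which argues against this explanation for the fall of *Ccn1* there. The median difference was 1.32, with 26 of 26 genes higher in YAP KO mice, an adjusted p of 4.64e-16 from camera, 0.101 from fry and 0.178 with an estimated correlation (0.597 between these genes). *Ccn1* followed the immediate-early score within groups (r = 0.886, permutation p = 0.00572, adjusted p = 0.0229 over 12 relations; Spearman rho 0.622, permutation p = 0.0348), and 30 of 12133 genes did so as closely. Within the C57BL/6 set r was 0.911 (exact permutation p = 0.0278) and within the mixed set 0.309 (exact permutation p = 0.603). Without YAP KO replicates LM74 and LM189, r was 0.115 (permutation p = 0.759), and permuting mice only within groups gave an exact p of 0.132. The relation therefore rests on those mice, and for the rise in YAP KO mice this explanation cannot be told apart from an effect of TAZ.

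Other lists differed between the models under camera. The biliary list had a median difference of 0.86 (adjusted p = 2.15e-04 from camera, 0.0684 from fry, 8 of 10 genes higher in YAP KO), but the WT groups already differed by a median of 0.44, with 7 of 8 genes higher in mixed (0.0292 from camera and 0.19 from fry). The difference was 0.21 for the S-phase list (adjusted p = 0.00531 from camera and 0.332 from fry) and 0.22 for the G2 and M list (0.00492 and 0.457). For these and for 33 of 834 Reactome sets (13 higher and 20 lower in YAP KO mice), the call was lost under fry. The list of Supplementary Table 2 held, at 0.53 (adjusted p = 0.00178 from fry), but it was selected on these mice. Of its 0.53, the knockout groups differed by a median of 0.35 and the WT groups by 0.16. No biological explanation was tested for the biliary and cell cycle lists.

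Supplementary Figure 1 shows potential TEAD targets altered in either model, and over all genes the paper lists those raised in YAP KO mice alone. In the reverse direction 41 genes were raised over 2-fold in YAP KO TAZ HET and not in YAP KO mice, about as many as the 49 raised in YAP KO and not in YAP KO TAZ HET mice. The list of 41 became 66 and 79 without WT (C57BL/6) replicates LM192 and LM193 and 24 without YAP KO TAZ HET replicate LM251, and the 49 became 30 without YAP KO replicate LM189, 75 and 78 without WT (mixed) replicates LM226 and LM227 and 86 without YAP KO TAZ HET replicate LM251. A threshold passed in one comparison and missed in the other could account for such lists. Of the tested genes of Supplementary Table 2, 86.5% had a positive log2 fold change in YAP KO TAZ HET mice. In 50 simulated data sets in which every gene had the same effect in both models, a mean of 53.9 genes (44 to 67) fell in the first list and 54.6 (38 to 76) in the reverse one. These data sets, with noise drawn for each gene alone, changed more genes than observed (4671 to 4837 against 4213 in YAP KO and 4614 to 4846 against 4400 in YAP KO TAZ HET mice), whereas 50 that were added after this outcome was seen, with noise that keeps the correlation between genes, changed 2827 to 6406 and 3031 to 7098 and gave first lists of 4 to 155 genes. Of the 49 genes, 1 passed the difference between the models over all genes and 14 when adjusted over the list alone, against 0 and 4 of the 41, and the lists were chosen on these mice. With equal effects the mean was 2 such genes for the first list, at most 10, and with correlated noise 3 of the 50 data sets gave as many as 14. A true difference for these genes therefore cannot be told apart from equal effects, because the outcome rests on how the noise is shared between genes.

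Between the WT groups, which the paper does not compare gene by gene, 24 genes differed (19 higher in mixed, limma, 649 at an unadjusted p under 0.05). The count was 14, 12, 10, 9 and 13 without WT (C57BL/6) replicates LM192 and LM193 and WT (mixed) replicates LM226, LM227 and LM230. Only 1 of the 10 splits of the 6 mice, the real one, gave as many, and 10 splits cannot give a smaller share. Near-identical copies were found for 15 of the 24 genes (62.5% against 4.81%, Fisher's exact test p = 1.81e-14), so reads moved between copies by variants of the other strain are a candidate explanation. *Ftl1* and *Ftl1-ps1* are examples chosen after their values were seen: *Ftl1-ps1* was at 12.6 to 16.6 TPM in WT (C57BL/6) and 1580 to 1740 TPM in WT (mixed) livers. The strains also differ in biology, which stays untested.

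The changes against littermates were far above those of other splits: 1 of the 10 splits of the 6 mice gave 4295 genes in YAP KO and 1 of 10 gave 4486 in YAP KO TAZ HET mice, where the other splits reached 0 and 2. With 10 splits a share under 0.1 cannot be had. Without YAP KO TAZ HET replicate LM251 the count in YAP KO TAZ HET mice was 2833. Flanking DNA of the other strain would gather changed genes near the floxed loci, and in YAP KO TAZ HET mice 35.3% of genes within 10 Mb of *Yap1* and 39.2% near *Wwtr1* changed, against 38.2% elsewhere. Loss of the biliary cells would lower their genes together, and the biliary list rose by a median of 1.73 in YAP KO mice, with 7 of 8 genes higher. It could raise other genes only by the share of RNA these cells held, and 931 genes rose over 2-fold, which argues against it as the cause of the changes as a whole. For *Epcam*, at -1.48 in YAP KO TAZ HET mice (limma adjusted p = 0.00118), such a loss cannot be told apart from lower expression, since *Krt19* (-1, limma adjusted p = 0.139) and the other biliary genes went both ways there.

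Mice with near numbers may come from 1 cohort, although neither the labels nor the paper name one. The third principal component (4.1% of the variance) put YAP KO replicate LM74 and WT (C57BL/6) replicate LM75 at 15.37 and 21.02, against -11.5 to 3.87 for the others of that set, and YAP KO TAZ HET replicates LM250 and LM251 at 5.27 and 9.1, against -12.64 to -5.15 for the others of theirs. With these numbers as a block, 4609 genes changed in YAP KO mice, 4231 of them among the 4295. In YAP KO TAZ HET mice only replicate LM225 has WT mice of near number, so no block was fitted. Of the 3228 genes changed in both models, 3226 changed in the same direction, which argues against a difference between cohorts as the cause of those changes. All 7 genes that differ between the models had the same direction in replicate LM225, but this is 1 mouse and part of the fit, so for them a difference between cohorts cannot be told apart from one between the models.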

How the results depend on the processing

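The alternatives in this part were set before the data were examined, apart from mouse numbers as a block, which was chosen after seeing the data and gave 4609 genes in YAP KO mice and lists of 54 and 33 genes raised in 1 model only. Tests on counts were listed as an alternative and not run, because the tables hold TPM. The alternative of all 12 libraries in 1 fit is not defined for the difference between the models. Of 256 alternative values of the 19 main results, 206 stayed on the same side or within 1.5 times, 10 were weaker, 2 stronger, 38 moved and 0 reversed. Of 1101 values for 99 single genes and lists, 979 were the same, 78 weaker, 6 stronger, 6 moved and 32 reversed. For these changes the cause was not tested, apart from those that follow from fewer mice or a stricter threshold.

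With an adjusted p under 0.01, 2501 genes changed in YAP KO and 2642 in YAP KO TAZ HET mice, 2 in the difference between the models and 11 between the WT groups, and the genes raised in YAP KO and not in YAP KO TAZ HET mice numbered 92 and the reverse 104. Leaving out each mouse gave 2833 (without YAP KO TAZ HET replicate LM251) to 4069 genes in YAP KO TAZ HET mice, and 3100 to 3965 in YAP KO mice. For the difference between the models the range was 3 to 20, with 20 without YAP KO replicate LM74, and 3 genes passed with a pseudocount of 0.1 and 2 without a filter. Between the WT groups it was 9 (without WT (mixed) replicate LM227) to 28, and 15 without a filter. The genes raised in YAP KO and not in YAP KO TAZ HET mice ranged from 30 (without YAP KO replicate LM189) to 86 (without YAP KO TAZ HET replicate LM251), and those raised in YAP KO TAZ HET and not in YAP KO mice from 24 (without YAP KO TAZ HET replicate LM251) to 79 (without WT (C57BL/6) replicate LM193). Without a fold change limit these lists held 407 and 456 genes, with a pseudocount of 0.1 109 and 127, without a filter 74 and 73, and with at least 5 TPM 27 and 10. With all 12 libraries in 1 fit the first held 93 and the second 46. The correlation of log2 fold changes stayed within 0.961 to 0.974 throughout.

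The test fry, which asks whether a set changed at all, called 364 Reactome sets in both models, where camera called 124. For *Ccn2* in YAP KO mice, the log2 fold change of 1.24 lost its call without a filter and at an adjusted p under 0.01, and with each mouse left out it ran from 1.01 (without WT (C57BL/6) replicate LM193) to 1.6. For *Wwtr1* in YAP KO TAZ HET mice the value was 0.56 without scaling and 0.26 with all 12 libraries in 1 fit, both past the threshold. For *Ccn1* in YAP KO TAZ HET mice, -0.69 lost its call with all 12 libraries in 1 fit. Within the mixed set alone the correlation with the immediate-early score was 0.309 for *Ccn1* and 0.297 for *Ccn2*, and within the C57BL/6 set 0.72 for *Ccn2*.

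Values near 0 changed sign. TPM without scaling, which lifts all knockout values, gave 0.29 and 0.21 for *Hnf4a* and 0.18 and 0.16 for *Tead3* in YAP KO and YAP KO TAZ HET mice, 0.02 for *Tead3* in the difference between the models, 0.2 for *Pcna*, 0.19 for the S-phase list and 0.24 for the YAP and TAZ signature in YAP KO TAZ HET mice, and 0.04 for the immediate-early list between the WT groups. Quantile normalization gave 0.25 and 0.25 for *Hnf4a* in YAP KO and YAP KO TAZ HET mice, -0.01 for it in the difference, and 0.02 for *Pcna* in YAP KO TAZ HET mice. With each mouse left out, the log2 fold change in YAP KO mice ran from -0.2 (without YAP KO replicate LM189) to 0.47 for *Krt19* and from -0.18 to 0.05 (without YAP KO replicate LM74) for *Hnf4a*, and in YAP KO TAZ HET mice from -0.27 to 0.01 (without YAP KO TAZ HET replicate LM250) for *Tead3*. In the difference between the models it ran from -0.08 to 0.18 for *Hnf4a*, -0.11 to 0.26 for *Ptprc*, -0.09 to 0.3 for *Adgre1*, -0.02 to 0.18 for *Tead1* and -0.16 to 0.12 for *Tead3*. None of these had an adjusted p under 0.05 in the difference (limma).

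Since TPM keeps no depth, how far sequencing depth limits the genes under 1 TPM, among them 103 genes of Supplementary Table 2, cannot be said.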

Differences from the paper's values

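No test in this part was chosen for these differences, except the authors' rule on the authors' deposited table, which was applied after the values were seen.

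The paper gives 298 genes raised in YAP KO and unaltered or lower in YAP KO TAZ HET mice, and the limma fits gave 49. Of the alternatives set before the data were examined, the one with no fold change limit came within 1.5 times of the paper's number, at 407 genes. The others did not: 109 with a pseudocount of 0.1, 74 without a filter, 27 with at least 5 TPM, 49 without scaling, 51 with quantile normalization, 41 with robust shrinkage, 93 with all 12 libraries in 1 fit, 92 with an adjusted p under 0.01, and 30 (without YAP KO replicate LM189) to 86 (without YAP KO TAZ HET replicate LM251) with each mouse left out. The paper's rule applied to the fold changes and false discovery rates of the authors' deposited table gave 297 genes, a setting chosen after seeing the values, and all 297 are in Supplementary Table 2.

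The paper's text and its Supplementary Table 2 give different numbers of potential TEAD targets among these genes, and the table marks 68. Mean TPM values of *Cyr61* are about 10, 59, 13 and 9.5 in Fig. 5I, read by eye, for WT (C57BL/6), YAP KO, WT (mixed) and YAP KO TAZ HET mice, against 10.1, 59.1, 13 and 9.63 here. Those of *Ctgf* are about 2.7, 9.7, 3.7 and 5.8 in Fig. 5J, read by eye, against 2.67, 9.73, 3.74 and 5.8.

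The paper states that the listed genes are enriched in the G1/S transition, mitosis, regulation of apoptosis, cytokine production and monocyte recruitment. With the genes that rose in YAP KO mice as background, the exact adjusted p was 0.0758 for the G1/S transition and the mitotic cell cycle, 1 for apoptosis and 0.634 for cytokine signaling and for the monocyte and neutrophil list. Against all genes with a value, the mitotic cell cycle (Fisher's exact test adjusted p = 0.00995) and the G2 and M list (0.00114) passed. The G1/S transition (0.0634), apoptosis (0.651) and cytokine signaling (0.117) did not. Against the genes that rose, the G2 and M list did not pass either (0.784). Of the monocyte and neutrophil list, 0 genes were in Supplementary Table 2. That list holds genes of these cells and not regulators of their recruitment, so it does not test the paper's statement on recruitment.

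The paper states that pathways of proliferation and survival were raised. The Reactome sets of the mitotic cell cycle and apoptosis had camera adjusted p of 0.256 and 0.858 in YAP KO and 0.625 and 0.733 in YAP KO TAZ HET mice. The direction under camera was up for both sets in both models. The apoptosis set is not a set of survival genes, so it does not test that part of the statement. The mitotic cell cycle passed under fry in YAP KO mice (0.0183), and the G2 and M list rose in both models (camera adjusted p = 2.88e-05 and 1.13e-04, fry 0.0297 and 0.0135). Neither call on that list held with an estimated correlation (camera adjusted p = 0.335 and 0.324). The paper also states that the WT mice of mixed background showed no significant differences from the C57BL/6 ones, without naming the measure, and 24 genes differed between them here (limma).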

Other observations

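The test around *Tead2* and the endothelial and stellate lists were chosen only after the results were seen.

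*Tead2* was at 6.68 to 14 TPM in YAP KO TAZ HET livers and at 2.45 to 3.66 TPM in WT (mixed), 0.901 to 1.59 TPM in WT (C57BL/6) and 0.423 to 1.3 TPM in YAP KO livers. It rose in YAP KO TAZ HET mice (log2 fold change 1.22, standard error 0.25, limma adjusted p = 0.00589), and the difference between the models was -1.71 (limma adjusted p = 0.264; 0.0664 to 0.596 over 19 alternatives). A candidate explanation is a chromosome 7 segment of the other strain that differs between the animals. Within 1 Mb of *Tead2*, 10.9% of 64 other genes had an unadjusted p under 0.05 in that difference, against 4.52% elsewhere (Fisher's exact test p = 0.0258), but 820 of 8829 windows (9.29%) were as rich. Between the WT groups the shares were 18.6% of 59 genes and 5.76% elsewhere (Fisher's exact test p = 5.18e-04), with 5.16% of windows as rich. In YAP KO TAZ HET against WT (mixed) mice they were 49.2% of 63 genes and 48% elsewhere (Fisher's exact test p = 0.9), with 46.3% of windows as rich. The neighbouring *Slc6a16*, at 37.2, 14.5 and 25.2 TPM in YAP KO TAZ HET and 3.09 to 4.72 TPM in WT (mixed) livers, was among the genes that prompted the test. A segment cannot be told apart from regulation of *Tead2*, since the tables hold no genotypes. *Ftl1*, also in this window, was at 10.1, 5620 and 9.66 TPM in YAP KO TAZ HET replicates LM225, LM250 and LM251, at 3870 to 4300 TPM in WT (mixed) and at 7900 to 8160 TPM in WT (C57BL/6) livers, while its copy *Ftl1-ps1* on chromosome 13 was at 4400, 2520 and 3890 TPM in the same YAP KO TAZ HET mice. No biological explanation was tested for this.

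The genes of the stains were measured in the same livers, which the stained sections need not share. TPM in WT (C57BL/6), YAP KO, WT (mixed) and YAP KO TAZ HET livers was 0.417, 3.2, 0.629 and 2.54 for *Mki67*, 4.13, 11.1, 4.35 and 10.4 for *Ptprc* (CD45), 7.67, 23.9, 9.79 and 25.8 for *Adgre1* (F4/80) and 0.524, 3.1, 0.629 and 1.64 for *Itgam* (CD11b). Each was higher in both models (limma adjusted p = 0.00319 and 0.00369 for *Mki67*, 0.00803 and 0.00418 for *Ptprc*, 0.00268 and 0.00301 for *Adgre1*, 0.00128 and 0.0452 for *Itgam*). The differences between the models were 0.37, 0.05, 0.1 and 0.66, none past the threshold (limma adjusted p from 0.971 to 0.998). *Sox9* was at 1.57, 12.6, 1.9 and 9.92 TPM and *Spp1* at 40, 450, 45.4 and 154 TPM, both higher in each model. *Krt19* was at 0.962, 1.63, 3.02 and 1.02 TPM, *Hnf4a* at 203, 247, 206 and 242 TPM and *Pcna* at 35.5, 52.8, 41.5 and 48.1 TPM, with no call in either model. *Tead1* was at 2.82, 5.68, 3.68 and 6.49 TPM (limma adjusted p = 0.0121 and 0.0498), *Tead3* at 6.31, 7.23, 6.94 and 8.03 TPM and *Tead4* under 1 TPM in the mean of every group.

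The median log2 fold change in YAP KO and YAP KO TAZ HET mice was 1.09 and 1.24 for the 15 macrophage genes (adjusted p = 1.25e-05 and 1.08e-05 from camera, 0.01 and 0.0164 from fry) and 1.18 and 1.24 for the monocyte and neutrophil genes (4.56e-05 and 0.00107 from camera, 0.00398 and 0.0237 from fry). In the difference between the models these lists had medians of -0.14 and 0.07 (camera adjusted p = 0.0694 and 0.616). None of these 4 calls held with an estimated correlation (adjusted p from 0.178 to 0.335). The livers express 13 of the 15 macrophage and 9 of the 14 monocyte and neutrophil genes at a WT mean of at least 1 TPM. The bile acid list had medians of -0.52 and -0.75 (0.034 and 0.00727 from camera, 0.0205 and 0.00509 from fry), the biliary list 1.73 and 0.81 (9.14e-04 and 0.119 from camera, 0.00509 and 0.0237 from fry), and the S-phase list 0.16 and -0.1 (0.268 and 0.869 from camera, 0.393 and 0.742 from fry). With an estimated correlation no adjusted p of these 3 lists was under 0.269. The endothelial list had -0.3 and -0.25 and the stellate and fibroblast list 0.43 and 0.42.

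In the authors' deposited table, the reverse of the paper's rule gave 314 genes raised in YAP KO TAZ HET and not in YAP KO mice, of which 288 had a positive fold change in YAP KO mice.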
